# Ras drives malignancy through stem cell crosstalk with the microenvironment

**DOI:** 10.1038/s41586-022-05475-6

**Published:** 2022-11-30

**Authors:** Shaopeng Yuan, Katherine S. Stewart, Yihao Yang, Merve Deniz Abdusselamoglu, S. Martina Parigi, Tamar Y. Feinberg, Karen Tumaneng, Hanseul Yang, John M. Levorse, Lisa Polak, David Ng, Elaine Fuchs

**Keywords:** Cancer microenvironment, Tumour angiogenesis, Cancer stem cells, Squamous cell carcinoma, Cell signalling

## Abstract

Squamous cell carcinomas are triggered by marked elevation of RAS–MAPK signalling and progression from benign papilloma to invasive malignancy^1–4^. At tumour–stromal interfaces, a subset of tumour-initiating progenitors, the cancer stem cells, obtain increased resistance to chemotherapy and immunotherapy along this pathway^5,6^. The distribution and changes in cancer stem cells during progression from a benign state to invasive squamous cell carcinoma remain unclear. Here we show in mice that, after oncogenic RAS activation, cancer stem cells rewire their gene expression program and trigger self-propelling, aberrant signalling crosstalk with their tissue microenvironment that drives their malignant progression. The non-genetic, dynamic cascade of intercellular exchanges involves downstream pathways that are often mutated in advanced metastatic squamous cell carcinomas with high mutational burden^7^. Coupling our clonal skin *HRAS*^*G12V*^ mouse model with single-cell transcriptomics, chromatin landscaping, lentiviral reporters and lineage tracing, we show that aberrant crosstalk between cancer stem cells and their microenvironment triggers angiogenesis and TGFβ signalling, creating conditions that are conducive for hijacking leptin and leptin receptor signalling, which in turn launches downstream phosphoinositide 3-kinase (PI3K)–AKT–mTOR signalling during the benign-to-malignant transition. By functionally examining each step in this pathway, we reveal how dynamic temporal crosstalk with the microenvironment orchestrated by the stem cells profoundly fuels this path to malignancy. These insights suggest broad implications for cancer therapeutics.

## Abstract (web summary)

Aberrant crosstalk between cancer stem cells and their microenvironment triggers angiogenesis and TGFβ signalling, creating conditions that are conducive for hijacking leptin and leptin receptor signalling, which in turn launches downstream PI3K–AKT–mTOR signalling during the benign-to-malignant transition.

## Main

Squamous cell carcinomas (SCCs) are common life-threatening cancers of the stratified epithelia of skin, oral cavity, oesophagus and lungs^1,8,9^. Even for skin, where SCCs are often caught early, their frequency of occurrence and ever-rising metastatic incidences pose major health concerns^10^. Chemical carcinogenesis studies expose elevated RAS–MAPK signalling, often involving oncogenic *Ras* mutations, as critical in the path to invasive SCCs^2–4^. The lengthy delay and sporadic nature of mutagen-mediated SCCs has led to the view that additional oncogenic mutations are needed^3,11–13^, further supported by the high mutational burden associated with human metastatic SCCs^7^. However, genetically induced SCCs display many fewer mutations than mutagen-driven SCCs^3,14^, and skin tumours exhibiting a heterogeneous benign/SCC phenotype can be initiated even with *HRAS*^*G12V*^ alone^6^. These observations raise the possibility that non-genetic alterations may be potent cancer drivers.

Increasing evidence has highlighted extrinsic perturbations—for example, inflammation, metabolism and wounding—in preconditioning tissues to heightened cancer vulnerabilities^6,14–19^. It is less clear whether and how in healthy tissues an oncogenic mutation in a stem cell can intrinsically stimulate environmental changes that may lessen the need for multi-step mutagenesis. Here we address this issue using a single *HRAS*^*G12V*^ oncogene model that clonally activates a reliable path to aggressive, invasive cutaneous SCCs. After performing deep single-cell RNA sequencing (scRNA-seq) to gain insights into the SCC cancer stem cell (CSC) signature, we trace its temporal origins and physiological importance. We show that, after oncogenic RAS initiation, tissue stem cells begin an aberrant molecular dialogue with their surroundings, culminating in a considerable remodelling of the tumour microenvironment at the benign-to-malignant transition. This provides fertile ground for stromal TGFβ-mediated induction of leptin receptor (*Lepr*) and vasculature-mediated elevation of tissue leptin, leading to LEPR–leptin signalling and PI3K–AKT–mTOR in CSCs to drive the invasive switch. Triggered by oncogenic RAS, each step of this stem cell–microenvironment crosstalk cascade is essential for malignant progression, and it involves pathways that are often mutated in advanced SCCs with a high mutational burden.

## Newfound heterogeneity in CSCs

Skin stem cells that acquire *HRAS* mutations go through a benign papilloma state before progressing to malignant, invasive SCCs^20,21^. On the basis of serial transplantations, tumour-initiating CSCs from mouse SCCs are enriched for integrins and reside at tumour-stromal interfaces^22,23^. In tumours displaying a mixed phenotype, basal progenitors undergoing TGFβ signalling are enriched for CSCs with increased resistance to chemotherapy and immunotherapy, and the loss of TGFβ signalling reverts tumours to a benign state^5,6,19^.

To control tumorigenesis, we took embryonic day 9.5 (E9.5) FVB mouse embryos with a tetracycline-inducible RAS oncogene (*TRE-HRAS*^*G12V*^) and performed low-titre in utero lentiviral delivery to selectively transduce a small number of skin basal progenitors with an rtTA3 transactivator and TGFβ reporter under the control of pSMAD2/3–SMAD4-complex-binding elements (SBE) (Fig. 1a). Postnatal doxycycline resulted in clonally transduced skin patches of activated HRAS(G12V). By around 4 weeks, hyperplastic, well-differentiated benign papillomas with smooth undulating epithelial–mesenchymal borders had formed, of which most advanced to undifferentiated, uniformly invasive SCCs by about 8 weeks (Fig. 1a). SCCs displayed only sparse differentiated keratin pearls, while most epithelial–stromal borders were poorly defined. As judged by immunofluorescence imaging and fluorescence-activated cell sorting (FACS), TGFβ signalling and the phosphorylation of its downstream target transcriptional cofactor SMAD2 (pSMAD2) were rare in papillomas but increased substantially in invasive SCC progenitors (Fig. 1b and Extended Data Fig. 1a,b). Taken together with our previous analysis of mixed papilloma–SCC tumours^6^, this result provided an important temporal layer by linking TGFβ signalling to the progression of CSCs from benign to malignant states.

**Fig. 1:**
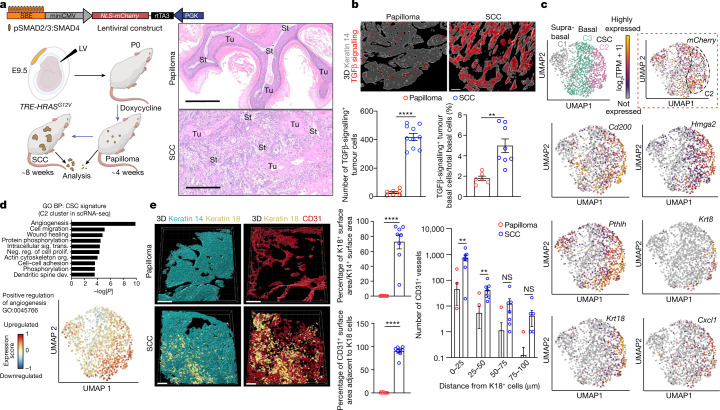
Benign-to-invasive rewiring of the tumour-initiating CSC transcriptome fuels angiogenesis. **a**, The tumour model. Lentivirus containing a TGFβ mCherry reporter and transactivator rtTA3 was injected at a low titre in utero into the amniotic sacs of E9.5 *TRE-HRAS*^*G12V*^ mouse embryos to sparsely transduce individual skin progenitors. Postnatally, doxycycline activates rtTA3 and induces *HRAS*^*G12V*^ in these stem cells. Haematoxylin and eosin (H&E) staining reveals temporally distinct pathologies of benign and malignant SCCs. Tu, tumour; St, stroma. Scale bars, 300 µm. **b**, Quantification of a collapsed *z*-stack of 3D whole-mount immunofluorescence images and FACS-purified mCherry^+^ITGA6^high^ basal progenitors reveals increased TGFβ signalling as tumours progress to invasive SCCs (Extended Data Fig. 1b). Bottom left: *n* = 7 (papilloma) and *n* = 10 (SCC); bottom right: *n* = 6 (papilloma) and *n* = 8 (SCC) tumours per stage. *P* *<* 0.0001 (left) and *P* = 0.0018 (right). Scale bars, 50 µm. **c**, UMAP representations and unsupervised *k*-nearest-neighbour-based clustering of single-cell transcriptomes performed on pooled FACS-isolated integrin^low^ (spiked, 159 total suprabasal) and integrin^high^ (bulk, 1,346 total basal) cells from invasive SCC tumours. Clusters C2 and C3, basal progenitors; C1, suprabasal cells. Note that *mCherry* (TGFβ reporter, dotted box) is enriched in, but not exclusive to, C2 (35.8% of all basal cell progenitors). C2 is enriched for markers of SCC-CSCs with tumour-initiating and invasive properties. The UMAP plots show the relative expression levels (log_2_[TPM + 1]) of these genes across single cells. See also Extended Data Fig. 1g. **d**, Angiogenesis is the top GO biological process (BP) term of C2 CSC transcripts (UMAP displays clustering). *P* values were calculated using DAVID bioinformatic analysis. See also Extended Data Fig. 3. Dev., development; neg. reg., negative regulation; org., organization; prolif., proliferation; sig. trans., signal transduction. **e**, 3D collapsed whole-mount immunofluorescence images of the invasive fronts of tissue sections. Keratin 18 (K18) identifies CSCs; CD31 identifies vasculature. Scale bars, 150 µm. Quantifications are of keratin 18^+^ cell abundance, proximity to vessels and distances with vessels. *n* = 8 (top middle), *n* = 8 (bottom middle) and *n* = 8 (right) tumours per condition per stage. *P* < 0.0001 (top and bottom middle); and *P*_0–25_ = 0.0020, *P*_25–50_ = 0.0176, *P*_50–75_ = 0.1337, *P*_75–100_ = 0.1358. For **b** and **e**, statistical analysis was performed using unpaired two-tailed Student’s *t*-tests; NS, *P* ≥ 0.05; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Data are mean ± s.e.m. (**b** and **e**). See also Supplementary Tables 1–3. The diagram in **a** was created using BioRender. Source data

Investigating deeper into the physiological relevance of this temporal change, we added a *creER*^*T2*^ transgene under the control of the SBE-driven reporter and, on the basis of tamoxifen-activated lineage-tracing, we found that, even though the TGFβ-reporter-positive cells were infrequent in papillomas, they contributed substantially to SCCs (Extended Data Fig. 1c). To further dissect the differences, we performed scRNA-seq Smart-seq2 analysis of histologically prevalidated, uniformly invasive SCCs of which the progenitors had been enriched by FACS (Extended Data Fig. 1d and Supplementary Fig. 3). Quality controls revealed sufficient transcriptome detection rates, with ~7,500 genes per cell and low mitochondrial gene contamination (Extended Data Fig. 1e,f).

Transcriptomes fell into three clusters: C1, *Itga6*^low^*Itgb1*^low^*Cd44*^+^ suprabasal cells that had been added as a reference and displayed SCC differentiation markers such as *Krt6b*; and C2 and C3 basal cells, both of which were *Itga6*^high^*Itgb1*^high^*Cd44*^+^ and were expressed at higher levels than normal skin stem cells (Fig. 1c and Extended Data Fig. 1g). Despite morphological uniformity, transcriptional heterogeneity emerged within the basal population of advanced SCCs that had not been previously recognized. This was exemplified by TGFβ-reporter-positive (nuclear mCherry) progenitors that, although found at invasive fronts of mixed tumours^6^, still showed heterogeneity among invasive SCCs, with 57% of C2 cells positive for *mCherry* transcript compared with 35% of C3 cells (Fig. 1c, dotted box). Thus, although enriched for TGFβ signalling, C2 cells were not defined solely by this marker.

## Shifting stem cell–microenvironment crosstalk

Cluster C2 was enriched for *Cd200*, *Hmga2* and *Pthlh*, which were previously shown to typify SCC progenitors enriched for tumour-initiating CSCs^6^. However, this cluster also displayed many other transcripts that are not clearly aligned with previous SCC-CSC signatures (Fig. 1c and Extended Data Fig. 1g). Of 1,894 transcripts enriched in basal SCC cells relative to differentiated tumour cells, 732 were specific to C2 (Supplementary Table 1).

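Bulk RNA-seq of sorted basal progenitors from C57BL/6J mice comprised 6 libraries, 2 each of normal skin, papilloma and SCC. The tumours arose from a doxycycline-inducible HRAS(G12V) transgene, and the methods state that each population was pooled from several tumours. By their labels, both normal skin libraries came from female mice, whereas each tumour stage had 1 male and 1 female library, so sex and tissue are not balanced in the comparison with normal skin. Poly(A) RNA was sequenced without keeping the strand. The methods name a HiSeq and a NovaSeq instrument without assigning libraries to them, so no sequencing batch could be taken into account. The authors aligned the reads to mm10 with Bowtie2 and estimated the reads of each gene with RSEM, which divides a read that fits several genes between them. They deposited these estimated counts and the corresponding values on the TPM scale. Total counts were 51499432 and 53988263 in normal skin, 50047398 and 84343823 in papilloma, and 65876175 and 46707153 in SCC. Estimated counts were rounded to whole numbers and scaled by edgeR's TMM method, and the 17951 genes with a mean count of at least 10 were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 6 libraries entered the fit, so the 3 groups shared an estimate of the spread. Following the paper's methods and the note of its supplementary tables, a gene was called at a log2 fold change beyond 1, an adjusted p under 0.05 and a mean normalized count over 200. A library with 3 counts or fewer of a gene was taken as being at the floor, which lay between 2.19 and 3.83 normalized counts. This floor covers counting error only. With 2 libraries per group an exact permutation test cannot give a two-sided p below 0.333, so every p reported for these groups rests on the model's estimate of the spread across genes.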

To place our CSC signature in the context of tumour progression, we performed bulk RNA-seq analysis of FACS-purified basal progenitors from normal skin, papillomas and SCCs, each staged temporally and histologically before processing (Extended Data Fig. 2a,b and Supplementary Fig. 4). 

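Comparing the 4 tumour libraries with the 2 of normal skin, 1973 genes were called higher and 1729 lower in tumours. The groups did not overlap in normalized counts for 1950 of the genes called higher and 1720 of those called lower. Over all genes tested, 65.5% had groups that did not overlap, where chance gives 13.3%. Genes called in either direction whose groups did not overlap were ranked by edgeR's fitted log2 fold change. The first 5 of those higher were at the floor in both normal skin libraries, where the fitted value is not a measured one, so only lower bounds can be given and other genes may have changed as much. Yam1 was at least 4029-fold higher in tumours (a 2nd gene of that name did not change), Plac8 at least 1111-fold, Prl2c2 at least 381-fold, Tdg-ps at least 244-fold and Ppbp at least 196-fold. Some of these bounds rest on single libraries: without SCC replicate 2, Plac8 was at least 360-fold higher, and without SCC replicate 1, Tdg-ps at least 158-fold, with another tumour library at 4.39 normalized counts, close to the floor. The call of Tdg-ps was lost without SCC replicate 1 (edgeR's adjusted p = 0.0665), without SCC replicate 2 (0.0590) and with limma on each TPM scale, and that of Ppbp on log2(TPM + 1) with no filter on low TPM (adjusted p = 0.0578). Tdg-ps is a processed pseudogene and Prl2c2 has close paralogs in the annotation, so reads of both genes could have been divided with their copies. Of the first 5 called lower in the same ranking, Gm11518 was at least 667-fold lower in tumours. H3f3c changed by -8.73 on the log2 scale (standard error 2.19, edgeR's adjusted p = 0.0277), Mrgprb11 by -8.12 (standard error 1.52, adjusted p = 0.00834), Atf3 by -8.10 (standard error 0.74, adjusted p = 0.00106) and Nr4a3 by -8.05 (standard error 0.48, adjusted p = 0.000378). H3f3c is annotated as a processed pseudogene of a histone H3.3 gene, with the same uncertainty, and lost its call without SCC replicate 1 (adjusted p = 0.0528) and with limma on log2(TPM + 1) with no filter on low TPM. The fitted values of H3f3c and Mrgprb11 rest largely on single tumour libraries. Without papilloma replicate 2, H3f3c changed by -12.02, and without papilloma replicate 1, Mrgprb11 changed by -12.44. Atf3 and Nr4a3 belong to a set of immediate early genes that were higher in both normal skin libraries than in each tumour library. Without the cutoff on the mean normalized count, 2690 genes were higher and 3147 lower. Marker genes of other cell types were also higher in tumours, although basal cells had been sorted. Median log2 fold changes were 3.34 for immune (10 of 10 genes higher), 4.46 for fibroblast (8 of 8) and 2.58 for endothelial genes (6 of 6). Melanocyte genes went the other way, with -1.44 (0 of 3). Whether such cells account for some of the calls was not tested.

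Between papilloma and SCC, 0 genes were called higher in SCC and 0 lower. The lowest adjusted p from edgeR's test was 0.0937, and 1601 genes had an unadjusted p under 0.05, of which 914 were higher and 687 lower in SCC. Before any test, 322 genes with a mean normalized count over 200 were more than 2-fold higher in SCC and 370 more than 2-fold lower. The 2 groups did not overlap for 43.0% of the genes tested, against 33.3% by chance. DESeq2's size factors and Wald test, the tool of the paper's methods, called 203 genes higher and 70 lower in SCC, and testing all genes with at least 1 count in total by edgeR called 166 and 199.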

Relative to their normal skin counterparts, pan-tumour basal cells upregulated 886 transcripts by at least twofold (adjusted *P* ≤ 0.05; Supplementary Table 2), whereas 562 transcripts were upregulated specifically during the transition from benign to malignant states (Supplementary Table 3). 

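Krt8 and Krt18 encode the paired keratins of simple epithelia. Krt8 lies on chromosome 15 of GRCm38 from 101996698 to 102004482, where the annotation also places Gm36026, so unstranded reads of the overlap could belong to either gene. Krt18 lies on the same chromosome from 102028180 to 102032027. Normalized counts of Krt8 were 24.8 ± 19.6 in normal skin, 2844 ± 1001 in papilloma and 10350 ± 1362 in SCC (SD, n = 2 libraries each). For Krt18 they were 9.78 ± 9.61, 2759 ± 139 and 9074 ± 1413 (SD, n = 2 each), with 1 normal skin library at the floor. Both genes were already far above normal skin in papilloma, with log2 fold changes of 6.85 for Krt8 (standard error 0.62, edgeR's adjusted p = 0.00163) and 8.16 for Krt18 (standard error 0.60, adjusted p = 0.000948). From papilloma to SCC, both SCC libraries exceeded both papilloma libraries. The log2 fold change was 1.86 for Krt8 (standard error 0.48, edgeR's adjusted p = 0.391) and 1.72 for Krt18 (standard error 0.42, adjusted p = 0.377), which did not pass the threshold across all genes tested. DESeq2 gave adjusted p-values of 0.00248 and 1.19e-07, and across the 7 alternatives the adjusted p ranged from 6.45e-05 to 0.752 for Krt8 and from 1.19e-07 to 0.508 for Krt18, with log2 fold changes between 1.81 and 1.91 and between 1.66 and 1.74.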

Although a number of C2 transcripts were found in papillomas, many were induced in SCCs, as exemplified by *Krt8* and *Krt18* transcripts and substantiated by immunofluorescence analysis (Extended Data Fig. 2b,c).

Further insights into the unique features of tumour-initiating CSCs were revealed by the Gene Ontology (GO) terms of the C2 cluster. Angiogenesis appeared at the top of this list, along with cell migration, wound healing, protein phosphorylation and intracellular signalling (Fig. 1d). Uniform manifold approximation and projection (UMAP) plots highlighted the enrichment of angiogenesis genes in this cluster, many of which were upregulated during the benign–malignant transition (Extended Data Fig. 2d). 

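The Source Data of Fig. 1d list 32 genes of cluster C2 under the Gene Ontology term angiogenesis, chosen on single cells and not on the bulk libraries. The methods name the term positive regulation of angiogenesis for a heat map, and the genes of that term were not analysed here. In the C57BL/6J libraries all 32 genes were tested. In SCC relative to papilloma, 28 were higher and 4 lower, with a median log2 fold change of 0.47, against -0.02 for all genes. Camera, a set test run here with a preset inter-gene correlation of 0.01, gave p = 5.32e-09. The call held under fry (p = 0.000809) and with the correlation estimated from the data (p = 0.00683). Single genes were less clear, since 0 of the 32 had an adjusted p under 0.05 across all genes tested and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 9 passed. SCC lay above papilloma without overlap for 20 genes and below for 1, where 43.0% of all genes did not overlap in either direction. The largest increases were those of Ackr3, with a log2 fold change of 1.76 (standard error 0.29, edgeR's adjusted p = 0.225), Ramp1, with 1.75 (standard error 0.39, adjusted p = 0.338), and Lepr, with 1.61. Ccl2 changed the other way, with a log2 fold change of -1.55 (standard error 0.54, adjusted p = 0.513). Pecam1 rose by 1.09 (standard error 0.19, adjusted p = 0.239), and is also 1 of the 6 endothelial marker genes, all of which were higher in SCC than in papilloma in these libraries. In the mCherry-positive FVB cells described below, 1 of the 6 was higher in SCC and 5 were lower. Over the alternatives that kept every library, the angiogenesis list's median moved at most to 0.39 and 0.49. Relative to normal skin, 25 of the 32 genes were already higher in papilloma, with a median log2 fold change of 1.18.

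**Figure D1:**
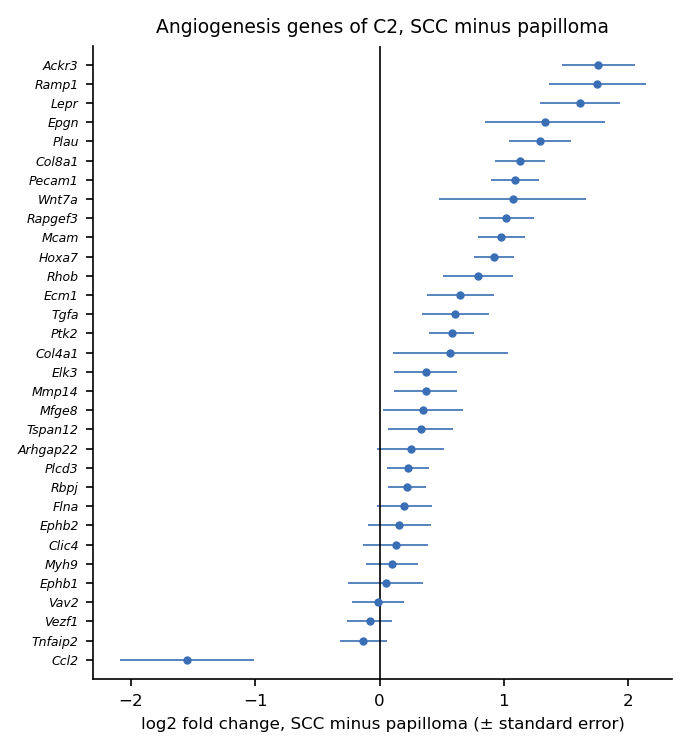
Log2 fold changes of the 32 angiogenesis genes from papilloma to SCC in the C57BL/6J libraries, with 1 dot per gene and bars of 1 standard error from edgeR's fit. The dots run from -1.55 for Ccl2 to 1.76 for Ackr3, and 28 of the 32 lie above 0.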

Consistent with the preponderance of secreted angiogenic factors, reconstructed 3D immunofluorescence images revealed a significant influx in CD31^+^ vasculature specifically at the benign-to-invasive SCC transition (Extended Data Fig. 3a,b). This correlation between C2 cells, invasive SCC fronts and enrichment in angiogenesis was further validated by co-immunolabelling for C2 marker keratin 18 and quantification of CD31^+^ vascular cells (Fig. 1e).

Overall, whereas previous studies reported an increase in vasculature during the transition from normal skin stem cells to papillomas^24^, here we found a notable further increase in the vasculature specifically during the progression to SCCs. This elevation appeared concomitantly with SCC-CSCs and TGFβ signalling, suggesting that these features were functionally intertwined. Further support came from RNA-seq and differential gene expression analysis of FACS-purified papilloma versus SCC progenitors fractionated according to TGFβ reporter activity. 

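For this experiment, FVB mice carried the HRAS(G12V) transgene and a lentivirus with the rtTA3 transactivator and a TGFβ reporter, in which pSMAD2/3–SMAD4 binding elements drive mCherry. Basal cells of each tumour population were sorted into an mCherry-positive fraction, which the paper takes as TGFβ-responding, and an mCherry-negative fraction. The 8 libraries comprise 2 of each fraction in papilloma and in SCC. A positive and a negative library with the same stage and replicate number came from the same tumours and form a pair. The authors aligned the reads to GRCm38 with STAR and the GENCODE annotation, and the table of counts also holds the transgenes HrasG12V, mCherry and rtTA3. The deposited counts are fractional, which plain STAR counts are not, so they were treated as estimated counts and rounded. Total counts were 31506678 and 28540345 in mCherry-negative papilloma, 37996605 and 31686059 in mCherry-positive papilloma, 35310224 and 38829969 in mCherry-negative SCC, and 42241218 and 44619919 in mCherry-positive SCC, so the floor of 3 counts lay between 2.50 and 3.76 normalized counts. The 16034 genes with a mean count of at least 10 were tested with all 8 libraries in the fit. SCC was compared with papilloma within the mCherry-positive fraction without a block, because the stages come from different tumours. The fractions were compared with the pair as a block. The paper's methods identify the pairs as batches too, but name the stage as the condition and a log2 fold change beyond 1. Calls between the fractions used an adjusted p under 0.05 with no fold threshold, following the note of the supplementary table. Expression of the Y-linked genes Ddx3y and Eif2s3y went against the sex in the labels for 6 of the 8 libraries. All 4 libraries labelled male had at most 1 count of these genes, and the 2 papilloma libraries labelled female had 258 and 1699. The pairing by stage and number does not depend on the sex. The mCherry transcript itself had 166 and 204 normalized counts in the negative and 2013 and 721 in the positive papilloma libraries, and 747 and 506 against 1983 and 1304 in SCC, so it was higher in the positive library of all 4 pairs. HrasG12V was higher there too, by log2 changes of 0.79 and 1.24 in papilloma and 0.92 and 1.27 in SCC. A list of 7 TGFβ response genes had median log2 fold changes of 0.08 in SCC (4 genes higher) and -0.10 in papilloma (3 higher). A difference between the fractions need not reflect TGFβ signalling alone.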

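Within the mCherry-positive fraction, 0 genes were called higher in SCC than in papilloma and 0 lower, of the 16034 tested. An unadjusted p under 0.05 was found for 493 genes, 189 of them higher and 304 lower in SCC, and the lowest adjusted p in edgeR's test was 0.145. By size alone, 926 genes were more than 2-fold higher and 938 more than 2-fold lower in SCC. The 2 libraries of each group did not overlap for 26.9% of genes, below the 33.3% that chance gives. Testing all genes with at least 1 count in total gave 173 higher and 146 lower, and DESeq2 called 12 higher and 25 lower. Whether the difference between the mCherry fractions depends on the stage was tested as an interaction, which 0 genes passed and 577 reached at an unadjusted p under 0.05. DESeq2 called 25 genes in the interaction.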

Despite their temporal lineage relationship, TGFβ-responding basal SCC cells differed from those of papillomas (Extended Data Fig. 2e,f). These data suggest that progenitors that progress to SCC are influenced by shifting crosstalk with their tumour microenvironment.

When C2 cells were specifically scored for elevated TGFβ signalling, 101 associated transcripts were also upregulated (Fig. 2a and Supplementary Table 4). In addition to *Cd80*—a factor in resisting immunotherapy^5^—this shortlist included *Ccnd1* and *Ccnd2*, *Hmga2*, *Pcolce2*, *Rgs16*, *St8sia1*, *Tnfaip2* and *Pthlh*, which are known to correlate with stem cell self-renewal/survival, proliferation and/or poor prognosis in SCCs. 

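Supplementary Table 4 lists the 101 transcripts of this signature, and 99 of them were tested in the FVB libraries. All 99 were higher in mCherry-positive than in mCherry-negative SCC cells, and each rose in both pairs of libraries, where 68.6% of all genes changed the same way in both pairs and chance gives 50%. The median log2 fold change was 0.67, with a range from 0.44 to 1.56, and 15 genes rose more than 2-fold. Since the study chose the list on these same libraries, this direction is built into it. Across all genes tested, 0 genes of the list or outside it had an adjusted p under 0.05 in edgeR's test, whose lowest adjusted p was 0.187, and 1698 genes had an unadjusted p under 0.05, of which 896 were higher and 802 lower in mCherry-positive cells. Of the list, 87 had an unadjusted p under 0.05. Adjusted over the list alone, 86 passed, which is not independent evidence. DESeq2 called 101 genes higher and 113 lower in mCherry-positive SCC cells, 29 of the higher ones in the list. The call also depended on which libraries shared the fit: with the 4 SCC libraries alone, 50 genes were called higher and 106 lower, 13 of the higher ones in the list. In papilloma, 95 of the 99 genes were higher in the mCherry-positive fraction as well, with a median log2 fold change of 0.51, and 67 rose in both pairs. From transcripts shared by C2 cells and TGFβ-responding SCC cells, the paper derives a TGFβ-associated CSC signature.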

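The 9 named genes all rose in mCherry-positive relative to mCherry-negative SCC cells, in both pairs of FVB libraries. Their log2 fold changes ran from 0.53 to 1.26, with adjusted p-values from 0.284 to 0.443 in edgeR's test, so 0 of the 9 passed across all genes, and all 9 had an unadjusted p under 0.05. DESeq2 gave an adjusted p under 0.05 for 7 of the 9, all but Pcolce2 and Tnfaip2. Rgs16 had the largest change, a log2 fold change of 1.26 (standard error 0.29, adjusted p = 0.378). Its normalized counts were 347 in the negative and 637 in the positive library of the first pair, and 1203 and 3713 in the second, so the 2 SCC populations differed more from each other than the fractions did within a pair. Cd80 showed the same layout, with 91.4 against 186 and 510 against 1051, a log2 fold change of 1.03 (standard error 0.16, adjusted p = 0.284). Tnfaip2 had the smallest change, 0.53 (standard error 0.17, adjusted p = 0.443). In the C57BL/6J tumours, 8 of the 9 genes were higher in SCC than in papilloma, with log2 fold changes up to 3.69 for St8sia1 (standard error 0.62, adjusted p = 0.236). Tnfaip2 did not change there, with -0.13 (standard error 0.19, adjusted p = 0.867), and moved to 0.09 without SCC replicate 2. On GRCm38, Cd80 lies on chromosome 16 from 38455561 to 38496335, Ccnd1 on chromosome 7 from 144929931 to 144939925, Ccnd2 on chromosome 6 from 127125162 to 127152193, Hmga2 on chromosome 10 from 120361275 to 120476469 and Pcolce2 on chromosome 9 from 95637601 to 95698096. Rgs16 lies on chromosome 1 from 153740349 to 153745468, St8sia1 on chromosome 6 from 142821545 to 142964452, Tnfaip2 on chromosome 12 from 111442469 to 111455018 and Pthlh on chromosome 6 from 147252101 to 147264183. All but Cd80 and Pthlh overlap another annotated gene, to which some of the unstranded reads could belong.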

The list also included *Krt8*, *Krt18*, *Mmp14* and *Mmp1a*, which are implicated in basement membrane remodelling, cytoskeletal dynamics and/or migration/metastasis. 

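In the FVB libraries Krt8 and Krt18 were higher in the mCherry-positive fraction of both SCC pairs. Krt8 had 1539 normalized counts in the negative and 2686 in the positive library of the first pair and 9943 and 22934 in the second, a log2 fold change of 1.01 (standard error 0.16, edgeR's adjusted p = 0.314). Krt18 went from 2077 to 3098 and from 7646 to 14564, a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.356). DESeq2 called both genes, and over all 7 alternatives the adjusted p lay between 1.19e-05 and 0.805 for Krt8 and between 0.00173 and 1.00 for Krt18. Mmp1a rose in both pairs too, from 305 to 428 and from 821 to 1133, with a log2 fold change of 0.47 (standard error 0.17, adjusted p = 0.458). It lies on chromosome 9 of GRCm38 from 7464141 to 7476869 and is annotated as a polymorphic pseudogene. Mmp14, on chromosome 14 from 54431612 to 54445364, was slightly lower in the mCherry-positive library of both pairs, with 6811 against 6651 and 5602 against 4911 and a log2 fold change of -0.11 (standard error 0.13, adjusted p = 0.736), a difference within its error. On the log2(TPM + 1) scale it was 0.10, so its direction is not settled. In the C57BL/6J tumours, the log2 fold change from papilloma to SCC was 2.02 for Mmp1a (standard error 0.60, adjusted p = 0.486) and 0.37 for Mmp14 (standard error 0.25, adjusted p = 0.690). Without SCC replicate 2, Mmp1a changed by 1.04, and without SCC replicate 1, Mmp14 changed by -0.02.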

Genes encoding angiogenic factors also remained on this list, consistent with active TGFβ emanating from perivascular immune and other stromal cells near invasive fronts^6,19^.

**Fig. 2:**
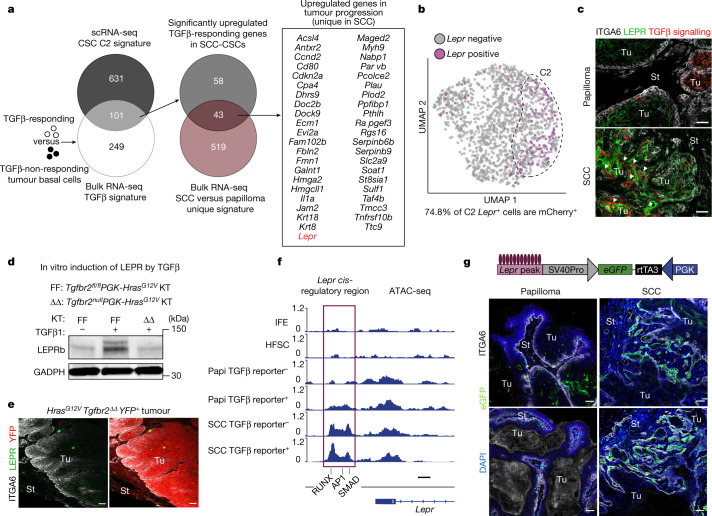
Leptin receptor is a TGFβ-regulated gene induced in tumour-initiating CSCs and localized to invasive SCC fronts. **a**, Venn diagram showing that 101 genes constitute a refined CSC signature shared by single-cell C2 and TGFβ-responsive transcriptomes in SCC basal progenitors (Extended Data Fig. 2). Of the 101 genes, the 43 listed overlap and are upregulated in the papilloma-to-SCC transition. **b**, *Lepr*-expressing cells reside within the C2 basal SCC population and overlap around 75% with TGFβ-reporter^+^ cells. **c**, Immunofluorescence analysis of primary mouse skin SCC confirms that LEPR is rarely expressed in papillomas but is enriched in TGFβ-reporter^+^ SCC cells (arrowheads). Scale bars, 50 µm. **d**, LEPR immunoblot analysis. Cultured *Hras*^*G12V*^ keratinocytes (KT) that are wild type (FF) but not mutant (ΔΔ) for the TGFβ receptor gene (*Tgfbr2*) elevate LEPR substantially in response to active recombinant TGFβ1. GAPDH was used as the loading control. Gel source data are provided in Supplementary Fig. 1a. **e**, Immunofluorescence analysis of tumour tissue from *FR-LSL-Hras*^*G12V*^*;Tgfbr2*^*fl/fl*^*;R26-LSL-YFP* mice transduced at a low titre with *PGK-creER*^*T2*^ lentivirus, and treated with tamoxifen to induce YFP(pseudoRed)^*+*^ *Hras*^*G12V*^*Tgfbr2*^*ΔΔ*^ tumorigenesis. The loss of TGFβ signalling results in non-invasive tumours that do not express LEPR. Scale bars, 50 µm. **f**, ATAC-seq was performed on FACS-purified ITGA6^high^ITGB1^high^ basal populations of interfollicular epidermis (IFE, SCA1^+^), bulge hair follicle stem cells (HFSCs, CD34^+^) and tumour cells (CD44^hi^^gh^) either positive or negative for TGFβ responsiveness (mCherry). ATAC peaks associated with the *Lepr* locus opened during tumorigenesis, with the encased cluster 6 peak (containing RUNX, AP1 and SMAD motifs) opening predominantly during SCC progression. Scale bar, 500 bp. Papi, papilloma. See also Extended Data Figs. 4 and 5. **g**, Schematic of the in vivo *Lepr* ATAC-peak eGFP reporter assay. Reporter activity is greatly enriched at the benign-to-invasive SCC transition. Scale bars, 50 µm. See also Supplementary Tables 4 and 5.

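The 101 transcripts were chosen on single cells and on FVB libraries, so the C57BL/6J tumours give a separate measurement of them. There, 95 of the 101 were higher and 6 lower in SCC than in papilloma, with a median log2 fold change of 0.77, and 37 rose more than 2-fold. The set test with the preset correlation gave p = 1.07e-31, and its call held under fry (p = 0.00291) and with an estimated correlation (p = 0.0137). SCC lay above papilloma without overlap for 86 genes. Across all genes tested, 0 of the 101 had an adjusted p under 0.05 in edgeR's test and 64 had an unadjusted p under 0.05. Adjusted over the list alone, 59 passed. DESeq2 called 30 of the 101 with a log2 fold change over 1. Supplementary Table 5 names 43 of the 101, selected on the C57BL/6J tumours. All 43 were higher in SCC, by a median log2 fold change of 1.49 and a range from 0.10 to 3.69, 30 of them by more than 2-fold, and 42 without overlap between the groups. Adjusted over these 43 alone, 38 passed, which is not independent evidence because the study chose them on these libraries.

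Within the mCherry-positive fraction of the FVB tumours the same signature moved less. Of 99 genes tested, 82 were higher and 17 lower in SCC than in papilloma, with a median log2 fold change of 0.27, and 3 rose more than 2-fold. The preset correlation gave p = 0.00351, which did not hold under fry (p = 0.711) or an estimated correlation (p = 0.661). No single gene passed: 0 had an adjusted p under 0.05, 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. The direction rested on single tumour populations, since the median was -0.37 without SCC replicate 2, -0.18 without papilloma replicate 1 and 0.94 without papilloma replicate 2. Of the 43 genes, 42 were tested in these libraries, and 33 were higher and 9 lower. In the paper, lineage tracing linked TGFβ-signalling papilloma cells to the CSCs of SCC. From this and the 43 genes, it infers that a changing tumour microenvironment influences which genes CSCs express.

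**Figure D2:**
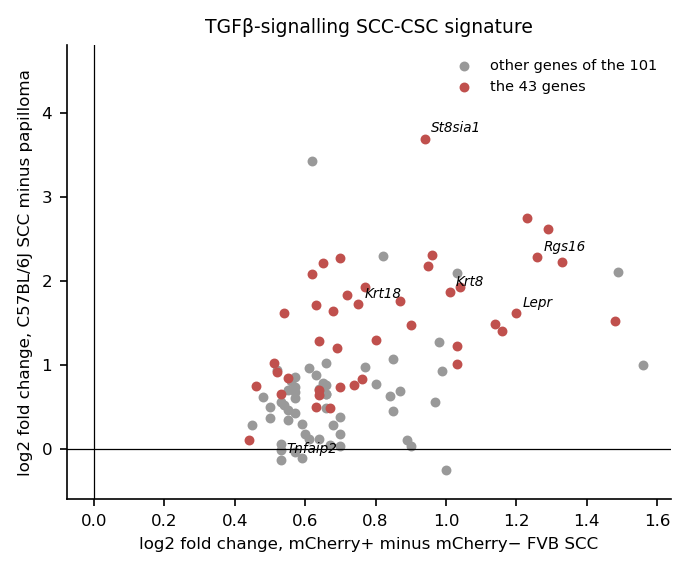
Each dot is 1 of 99 signature genes, with its log2 fold change between mCherry-positive and mCherry-negative FVB SCC cells on one axis and between C57BL/6J SCC and papilloma on the other. The 42 plotted genes of Supplementary Table 5 are drawn in a colour of their own and all lie above 0 on both axes.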

Notably, 43 out of these 101 genes in the TGFβ-signalling SCC-CSC signature were specifically induced/elevated during the transition to SCC (Fig. 2a and Supplementary Table 5). As TGFβ-signalling papilloma progenitors lineage traced to SCC-CSCs, these data implied that CSC gene expression is affected by changes in the tumour microenvironment.

## *Lepr* is an unexpected component of the CSC signature

In considering CSC signature proteins that might be able to sense, respond to and take advantage of the notable changes in the tumour microenvironment at the benign–malignant transition, *Lepr* caught our attention. Traditionally studied in the context of energy balance, LEPR signalling is triggered by its ligand leptin, which is primarily produced by white adipose tissue, but can enter the circulation to reach distal LEPR^+^ target tissues, such as the hypothalamus^25^.

*Lepr* was not expressed in homeostatic skin epithelium and was expressed only rarely in papilloma. 

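Lepr encodes the leptin receptor and lies on chromosome 4 of GRCm38 from 101717404 to 101815352, on the plus strand. In normal skin its estimated counts were 69.9 and 51.8, or 0.370 and 0.310 TPM, low but above the floor of 3 counts, so a low level of the transcript was detected in both libraries. Normalized counts were 63.6 ± 8.63 in normal skin, 193 ± 1.11 in papilloma and 591 ± 120 in SCC (SD, n = 2 libraries each), and each group lay apart from the other groups. Papilloma exceeded normal skin by a log2 fold change of 1.60 (standard error 0.32, edgeR's adjusted p = 0.0148), a call that 4 of 7 alternatives kept and the 3 on TPM scales lost, with log2 fold changes from 0.51 to 1.72 and an adjusted p of up to 0.346. SCC exceeded papilloma by 1.61 (standard error 0.32, adjusted p = 0.306), which did not pass across all genes tested. The contrast between papilloma and normal skin was added to the planned comparisons after the data were seen. DESeq2 gave an adjusted p of 0.000178 for SCC against papilloma, and over the 7 alternatives the adjusted p ranged from 0.000178 to 0.994 and the log2 fold change from 0.97 to 1.64. The lowest of these comes from the log2(TPM + 1) scale, which understates changes of genes at such TPM. Bulk libraries average over cells, so they do not show what share of papilloma cells carried the transcript.

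**Figure D3:**
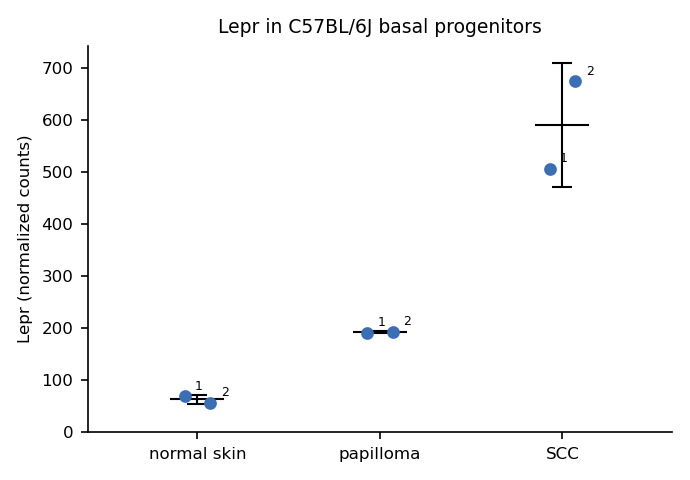
Normalized counts of Lepr in the 6 C57BL/6J libraries, with 1 numbered dot per library, a bar at the group mean and error bars of 1 SD (n = 2). The libraries lie at 69.7 and 57.5 in normal skin, 192 and 194 in papilloma, and 507 and 676 in SCC.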

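In the FVB tumours, Lepr had 192 and 189 normalized counts in the mCherry-negative SCC libraries and 580 and 330 in the mCherry-positive ones. It was higher in the positive library of both pairs, with a log2 fold change of 1.20 (standard error 0.51, edgeR's adjusted p = 0.470), which did not pass the test. It was 0.81 without the first SCC pair and 1.59 without the second, and over the 7 alternatives that kept every library the adjusted p ranged from 0.344 to 1.00. In papilloma the fractions showed no common direction, with 208 in the negative and 129 in the positive library of the first pair and 109 and 288 in the second, a log2 fold change of 0.35 (standard error 0.53, adjusted p = 0.768). The interaction, that is whether the mCherry effect differed between SCC and papilloma, was 0.85 (standard error 0.73, adjusted p = 0.987), and it went to -0.22 without papilloma replicate 1 and to 1.89 without papilloma replicate 2. Between the mCherry-positive groups, SCC exceeded papilloma by 1.13 (standard error 0.54, adjusted p = 0.993), or by 0.63 without papilloma replicate 1 and 1.82 without papilloma replicate 2.

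**Figure D4:**
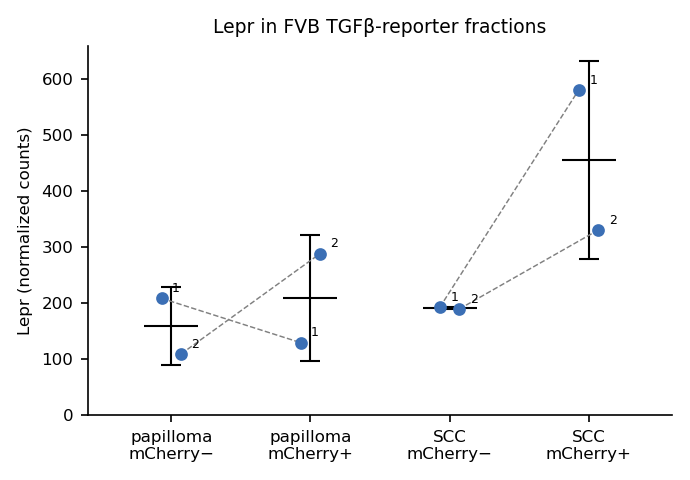
Normalized counts of Lepr in the 8 FVB libraries, with 1 numbered dot per library, dashed lines joining the 2 fractions of a pair, a bar at the group mean and error bars of 1 SD (n = 2). Both SCC pairs rise from negative to positive, to 580 and 330, while the papilloma pairs go in opposite directions.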

Within SCC progenitors, *Lepr* was specifically transcribed in mCherry^+^ TGFβ-signalling C2 CSCs (Fig. 2a,b and Extended Data Fig. 2g). LEPR immunofluorescence corroborated its location in invasive mouse SCCs, and was also found human SCC tumours and xenografts (Fig. 2c and Extended Data Fig. 4a).

To understand the specificity of *Lepr* to C2 TGFβ-signalling cells, we first exposed cultured isogenic TGFβ receptor floxed and null *Hras*^*G12V*^ keratinocytes to recombinant TGFβ1 or vehicle control. Immunoblot analysis underscored the sensitivity of LEPR to TGFβ signalling (Fig. 2d). We further documented this dependency by transducing *FR-LSL-Hras*^*G12V*^;*Tgfbr2*^*fl/fl*^*;R26-LSL-YFP* mice with a *PGK-creER*^*T2*^ lentivirus, and then administering tamoxifen to simultaneously ablate the TGFβ receptor, induce tumorigenesis and activate lineage tracing. Without TGFβ receptor signalling, which is known to be essential for EMT-mediated invasion^6^, only a few rare LEPR^+^ cells were detected by immunofluorescence (Fig. 2e).

To address whether *Lepr* is a direct transcriptional target of TGFβ receptor signalling in vivo, we performed an assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) analysis of FACS-purified TGFβ-reporter positive versus negative basal tumour populations (Extended Data Fig. 4b–d). Unsupervised clustering of ATAC profiles from purified progenitors of normal skin (interfollicular epidermis; hair follicle), papilloma and SCC revealed seven clusters (Extended Data Fig. 5a).

Peaks in the proximity of *Lepr* mostly fell into clusters 4 and 6, of which the chromatin state displayed marked opening during tumorigenesis, particularly in association with TGFβ-signalling CSCs (Fig. 2f and Extended Data Fig. 5b,c). Within these two peak clusters, AP1 (FOS–JUN) and RUNX1 motifs were enriched, along with canonical pSMAD2/3-binding motifs (21% of C4; 17% of C6). Notably, *Lepr* was among the genes bearing such ATAC peaks and of which the accessibility was sensitive to TGFβ signalling and malignant progression (Fig. 2f and Extended Data Fig. 5d).

Notably, RUNX1 has been shown to be critical for tumour initiation^26^, whereas elevated AP1 (FOS) has been shown to drive basal cell carcinoma to more aggressive SCCs^27^. Similar to pSMAD2, both RUNX1 and FOS showed marked nuclear localization in SCC basal cells at invasive fronts (Extended Data Figs. 1a,b and 5e). pSMAD2/3, the essential co-partner of active TGFβ signalling, best distinguished invasive SCCs from papillomas, suggesting that RUNX1 and AP1 may prime these chromatin peaks while TGFβ signalling drives their activation.

To directly test whether tumour-stage-specific changes in TGFβ signalling govern the chromatin accessibility and expression of *Lepr*, we examined the ability of the C6 *cis*-regulatory element (Fig. 2f, magenta box) to drive temporal activation of an eGFP reporter during tumorigenesis. Interestingly, the *Lepr* reporter was highly active at invasive SCC fronts where TGFβ signalling is high^6^, while much lower in papillomas (Fig. 2g). Consistent with this correlation, in utero co-injection of a TGFβ-signalling *mCherry*^*nuclear*^ reporter and a *Lepr*-*eGFP*^*cytoplasmic*^ reporter revealed that the highest double-fluorescence positivity was among invasive SCC, and the majority of total TGFβ-signalling cells in these regions were positive for the *Lepr-eGFP*^*cytoplasmic*^ reporter in SCC in contrast to papilloma (Extended Data Fig. 5f). These data further underscore the physiological relevance of TGFβ signalling in fuelling the epigenetic dynamics that lead to *Lepr* promoter activation during the transition from the benign to malignant states.

## LEPR functions in malignant progression

Given the association between *Lepr* and C2 SCC-CSCs, we next performed colony-forming assays to test for stemness and found that LEPR^+^ C2 cells showed nearly a threefold higher colony-forming efficiency and formed larger colonies compared with LEPR^−^ C3 cells (Fig. 3a). To functionally test LEPR’s tumour-initiating ability in vivo, we turned to a highly aggressive mouse SCC cell line containing mutations in *Hras* and *Trp53*^28^ (hereafter referred to as PDV). After verifying the TGFβ sensitivity with the *Lepr* reporter in these cells, we used CRISPR–Cas9 editing to generate a *Lepr*-null mutation (Extended Data Fig. 6a,b). Serial-dilution orthotopic transplantation assays on *Lepr*^*null*^ and *Lepr*^*ctrl*^ PDV cells intradermally injected into immunocompromised Nude mice revealed an approximately 10× higher tumour-initiating ability if LEPR was intact (Fig. 3b). Overall, these results suggested that LEPR identifies a subpopulation of TGFβ-signalling, oncogenic-RAS-driven SCC progenitors endowed with heightened stemness and tumour-initiating ability.

**Fig. 3:**
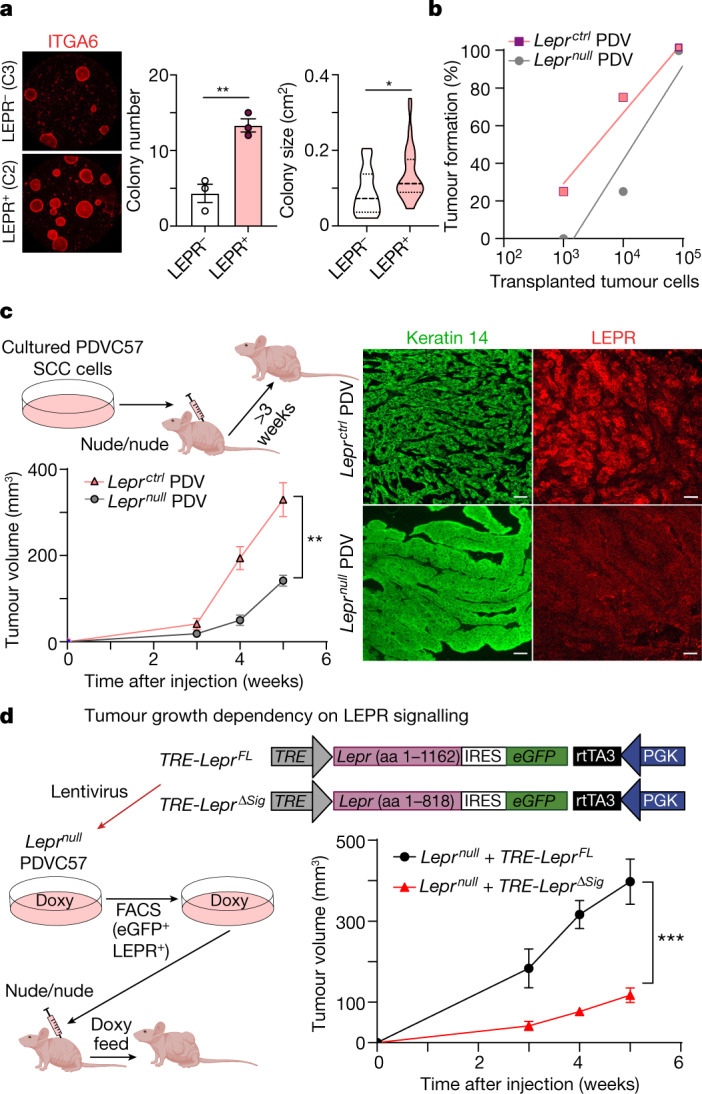
Leptin receptor promotes superior tumour-initiating ability and is an essential regulator of SCC progression. **a**, Stem cell colony assay. When placed in culture, FACS-isolated, LEPR*-*expressing basal SCC progenitors exhibit higher colony-forming efficiency (*n* = 3, *P* = 0.0069) and form larger colonies (*n* = 13 (LEPR^−^), *n* = 39 (LEPR^+^), *P* = 0.0106) compared with non-expressing counterparts. Dish diameter, 10 cm. **b**, Limiting dilution assay. *Lepr*^*null*^ PDVC57 (PDV) SCC cells were generated by CRISPR–Cas9 gene editing (Extended Data Fig. 6b). Serial orthotopic transplantation assays reveal that *Lepr*^*ctrl*^ SCC cells possess higher tumour-initiating ability compared with *Lepr*^*null*^ SCC cells. *n* = 4 (10^5^ and 10^4^ cells) and *n* = 8 (10^3^ cells). **c**, Leptin receptor deficiency impairs SCC progression. Allografted PDV SCC cells were injected intradermally into immunocompromised Nude mice. *Lepr*^*null*^ PDV tumours display reduced growth compared with their control counterparts (*n* = 4, *P* = 0.0039 for the end timepoint). Immunofluorescence shows papilloma-like morphology in *Lepr*^*null*^ PDV tumours and SCC morphology in *Lepr*^*ctrl*^ PDV tumours. Scale bars, 50 µm. **d**, LEPR signalling functions in SCC progression. Lentiviruses containing doxycycline (doxy)-inducible versions of either full-length (FL) *Lepr* or *Lepr*^*Δsig*^ were transduced into *Lepr*^*null*^ PDV SCC cells expressing rtTA3 (required for doxycycline-induced activation of the TRE) (Extended Data Fig. 6d). *Lepr*^*null*^ PDV tumour growth is robust only when full-length *Lepr* but not *Lepr*^*Δsig*^ is reintroduced into tumour cells (*n* = 6, *P* = 0.0008 for the end timepoint), underscoring the need for active LEPR signalling, and not merely LEPR, in tumour growth. For **a**, **c** and **d**, statistical analysis was performed using unpaired two-tailed Student’s *t*-tests. For **a**, **c** and **d**, data are mean ± s.e.m. aa, amino acids. The diagrams in **c** and **d** were created using BioRender. Source data

Intradermal grafting of our PDV lines in Nude mice revealed *Lepr*^*ctrl*^ tumours displaying features of SCCs by 3 weeks and, by 5 weeks, they reached the maximum allowable size (AALAC regulations). By contrast, *Lepr*^*null*^ PDV tumours were considerably smaller and exhibited papilloma-like morphology (Fig. 3c). As judged by labelling of S-phase cells with thymidine analogue 5-ethynyl-2′-deoxyuridine (EdU), *Lepr* loss reduced, although did not abrogate, proliferation within the tumour (Extended Data Fig. 6c).

## LEPR signalling mediates malignancy

To test whether active LEPR-signalling is required to drive SCC progression, we asked whether we could rescue the inhibitory effects of *Lepr* ablation with an inducible *Lepr* transgene that lacked the encoded cytoplasmic signalling domain of LEPR (ΔSig). Allografts on non-obese host mice revealed that even though transduced full-length LEPR was expressed at lower levels than the control, it restored aggressive SCC tumour growth to PDV *Lepr*^*null*^ cells. By contrast, the expression of LEPR(ΔSig) had little if any effect (Fig. 3d and Extended Data Fig. 6d). Thus, LEPR signalling, and not merely the presence of LEPR, was critical in driving SCC progression of RAS-driven oncogenic stem cells.

## Angiogenesis increases tumour leptin

As judged by tumour lysate ELISAs, leptin levels were greater than 5× higher in total tumour tissue of SCC relative to papilloma (Fig. 4a). This rise emanated from the tumour microenvironment, as neither the epithelial papilloma nor SCC cells expressed the ligand (Extended Data Fig. 2g). 

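Lep, the gene of leptin, lies on chromosome 6 of GRCm38 from 29060220 to 29073877. In the 8 FVB libraries of papilloma and SCC epithelial cells, sorted by mCherry, Lep had a count of 0 throughout. A count of 0 allows up to 3 counts, which in these libraries is between 2.50 and 3.76 normalized counts. In the 4 C57BL/6J tumour libraries, Lep had 1.00 and 0 estimated counts in papilloma and 1.00 and 0 in SCC, all below the floor, and normal skin had 0 and 2.00. Lep was thus not detectable at this depth in sorted tumour epithelium, and no difference between the stages could be measured.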

Turning to the source of elevated leptin, we first considered direct delivery from local fat, but saw no overt signs of increased adipogenesis in the tumour microenvironment as judged by Oil red O staining (Fig. 4b). Analogously, neither stroma nor FACS-purified stromal populations displayed appreciable *Lep* mRNA that might account for the rise in leptin protein within the SCC microenvironment (Fig. 4c).

**Fig. 4:**
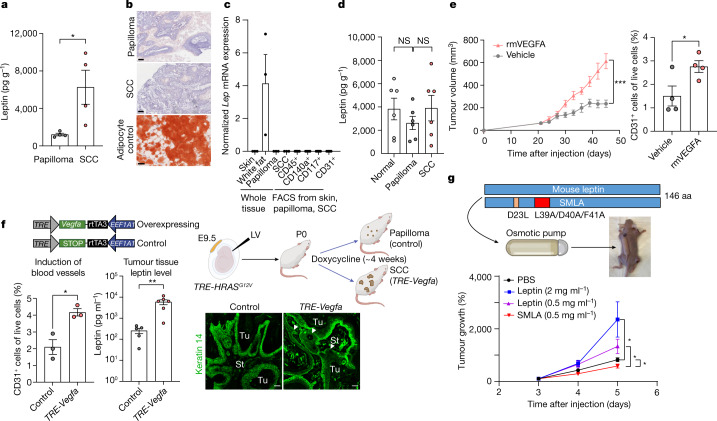
Leptin levels increase in the malignant tumour microenvironment and are caused by elevated angiogenesis. **a**, ELISAs. Leptin in tumour tissue lysates is elevated as papillomas progress to SCC. *n* = 4 tumours per stage. *P* = 0.0322. **b**, Oil red O staining shows no overt signs of mature adipocytes (red) within the stroma surrounding SCCs versus papillomas. Scale bars, 250 µm. **c**, Quantitative PCR reveals no significant *Lep* transcriptional differences in the tumour microenvironments of SCCs versus papillomas. The positive control is *Lep* mRNA from white adipose tissue beneath the normal trunk skin. *n* = 3 (each whole tissue condition), *n* = 5–9 (each FACS-isolated population). **d**, The levels of blood plasma leptin in normal, papilloma and SCC-bearing mice are appreciable, but do not significantly differ. *n* = 6 for each condition. **e**, Tumour growth and angiogenesis are enhanced by intradermal recombinant mouse VEGFA (rmVEGFA), injected every 3 days into PDV SCC tumours and assayed beginning at day 21 after grafting. VEGFA increases the CD31^+^ tumour vasculature, as judged by flow cytometry. *n* = 8 (left) and *n* = 4 (right) tumours per condition. *P* = 0.0002 for the end timepoint (left); *P* = 0.0440 (right). The vehicle control was PBS without mouse VEGFA. **f**, Elevated expression of SCC stem cell C2 signature gene *Vegfa* is sufficient to enhance local angiogenesis and elevate leptin levels in the tumour microenvironment. *TRE-HRAS*^*G12V*^ mice were transduced in utero with low-titre lentivirus containing *EEF1A1-rtTA3* with *TRE-Vegfa* or *TRE-STOP* (schematic). The quantification shows that, after 4 weeks of doxycycline induction, CD31^+^ vasculature (*n* = 3 tumours per stage, *P* = 0.0133) and tissue leptin levels (*n* = 5, control tissues, *n* = 6, *TRE-Vegfa* tissues; *P* = 0.0093) are increased in tumours with CSCs that express elevated *Vegfa*. On the basis of the immunofluorescence analysis, VEGFA over-expressing tumours advance to invasive (arrowhead) SCCs when the controls are still papillomas. Scale bars, 50 µm. **g**, SCC tumour growth is sensitive to plasma leptin levels. Recombinant leptin or mutant SMLA leptin agonist (doses indicated) was delivered to the circulation by an osmotic pump and the effects on PDV SCC tumour growth were monitored for 5 weeks. *n* = 12 (PBS control), *n* = 8, (each LEP or SMLA condition). From top to bottom, *P* = 0.0121, *P* = 0.0194, *P* = 0.0392. Statistical analysis was performed using unpaired two-tailed Student’s *t*-tests (**a** and **d**–**g**). Data are mean ± s.e.m. (**a** and **c**–**g**). aa, amino acids.The diagrams in **f** and **g** were created using BioRender. Source data

As circulating leptin crosses the blood–brain barrier^25^, we next considered the circulation as a possible source of tumour tissue leptin. We first used an osmotic pump to deliver fluorescently labelled leptin to the circulation and verified leptin’s ability to enter both normal skin dermis and tumour stroma from circulation (Extended Data Fig. 7a). Leptin normally circulates through the bloodstream, which we corroborated by enzyme-linked immunosorbent assays (ELISAs) of blood plasma from non-tumour bearing control mice. However, in contrast to obese animals, in which serum leptin is elevated^25,29^, our tumour-bearing mice were not obese, and we did not detect a significant increase in serum leptin during tumour progression (Fig. 4d).

Given these collective results, we examined whether the rise in local vasculature might be at the root of the elevated tissue leptin associated with SCCs. To test this possibility, we first intradermally injected recombinant VEGFA and verified that both angiogenesis and tumour growth were markedly increased (Fig. 4e). To guard against wound-induced effects due to injections, we also validated these effects by osmotic pump implantation to deliver VEGFA systemically (Extended Data Fig. 7b).

As *Vegfa* is an early-activated, C2-enriched CSC gene, we pursued its physiological importance by expressing a doxycycline-inducible *Vegfa* transgene in our *TRE*-*HRAS*^*G12V*^ tumorigenesis model. 

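Vegfa lies on chromosome 17 of GRCm38 from 46016993 to 46032369. In the C57BL/6J libraries its normalized counts were 2637 ± 785 in normal skin, 9624 ± 2409 in papilloma and 10528 ± 639 in SCC (SD, n = 2 libraries each). The rise was present in papilloma, with a log2 fold change of 1.87 over normal skin (standard error 0.28, adjusted p = 0.00640 from edgeR's quasi-likelihood test). For all tumours against normal skin it was 1.93 (standard error 0.26, adjusted p = 0.00299). From papilloma to SCC no difference beyond the spread was seen, with a log2 fold change of 0.13 (standard error 0.27, adjusted p = 0.923), which became -0.11 without papilloma replicate 1.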

Notably, *Vegfa* induction in the CSCs directly increased local angiogenesis and invasive tumour behaviour. Most importantly, the ensuing elevated angiogenesis directly elevated leptin levels in the tumour microenvironment (Fig. 4f).

As increasing capillary density might elevate additional hormones and growth factors within the tissue, we used an osmotic pump to directly manipulate leptin levels in the circulation. Using different doses of recombinant leptin as well as a superactive mouse leptin antagonist (SMLA) that abrogates leptin’s signalling activity even when bound to LEPR^30^, we further found that circulating leptin accelerated tumour growth in a dose-dependent manner, whereas SMLA had a slightly repressive effect (Fig. 4g). These findings underscored the ability of circulating leptin on its own to affect tumour progression.

Finally, we did not observe a substantial change in angiogenesis in the skin when we elevated circulating leptin in non-tumour-bearing mice, consistent with the view that, in SCCs, leptin is not the driver but rather the consequence of the elevated angiogenesis that occurs during malignant progression. That said, there was a measurable modest difference, raising the possibility that a feed-forward loop may be operating during malignant progression (Extended Data Fig. 7c). Overall, when coupled with the enhanced proximity of *Lepr* reporter activity to blood vessels in SCC-CSCs (Extended Data Fig. 7d), our results provide compelling support for a model in which increased angiogenesis at the invasive SCC front endows the tumour microenvironment with an ample supply of leptin, while perivascular-associated immune and other stromal cells^6,19^ provide the TGFβ necessary to induce *Lepr* expression in CSCs.

## A LEPR–PI3K–AKT–mTOR path to malignancy

In other cellular contexts, LEPR signalling relies on its association with the Janus kinase (JAK2), which, after leptin-LEPR binding, phosphorylates LEPR’s intracellular domain. Once phosphorylated, LEPR has been implicated in activating various downstream pathways, including signal transducer and activator of transcription 3 (STAT3) and PI3K^31,32^ (Fig. 5a).

**Fig. 5:**
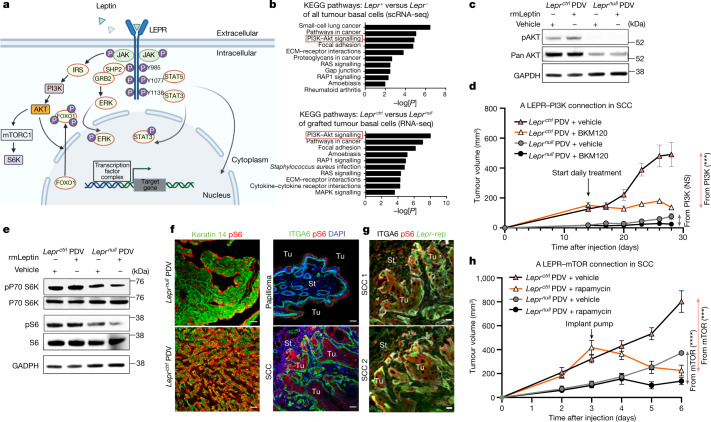
Leptin receptor signalling promotes SCC progression through the PI3K–AKT and mTOR pathways. **a**, Schematic illustrating the complexities of leptin receptor signalling. **b**, The top ten KEGG pathways of genes significantly upregulated in progenitors of *Lepr-*expressing HRAS(G12V) SCCs (data from Fig. 1) (top) and *Lepr*^*ctrl*^ versus *Lepr*^*null*^ PDV tumours (bottom). *P* values were calculated using DAVID bioinformatic analysis. **c**, Immunoblots of protein lysates from *Lepr*^*null*^ and *Lepr*^*ctrl*^ SCC cells treated with recombinant leptin or vehicle control for 48 h before analysis. Note the leptin-dependent activation of pAKT exclusively in LEPR^+^ cells, along with higher AKT levels (Extended Data Fig. 8e). Gel source data are provided in Supplementary Fig. 1b. **d**, Immunocompromised mice with *Lepr*^*ctrl*^ and *Lepr*^*null*^ PDV tumours on opposite sides of their backs were administered the PI3K inhibitor BKM120 or vehicle control daily through oral gavage beginning at 14 days after PDVC57 cell injections. As judged by this assay, most tumour growth attributable to PI3K signalling operates through LEPR. *n* = 6 for each condition. *P* = 0.0576 (*Lepr*^*null*^) and *P* = 0.0007 (*Lepr*^*ctrl*^) at the end timepoint. **e**, Immunoblotting reveals signs of mTORC1 pathway elevation (pS6 and pS6-kinase) after leptin–LEPR signalling in vitro. An identical GAPDH image from Fig. 5c is displayed here as a reference, as they are from the same experiment. Gel source data and experiment details are provided in Supplementary Fig. 1b. **f**, The importance of leptin–LEPR signalling in activating mTORC1 signalling is accentuated in vivo, where the background from other growth factors in enriched medium is eliminated. pS6 immunofluorescence reveals LEPR dependency on mTORC1 activity in PDV-engrafted tumours and particularly pronounced activity at the invading fronts of LEPR^+^ *HRAS*^*G12V*^ SCCs. Scale bars, 50 µm. **g**, pS6 immunofluorescence (mTORC1 activity) and *Lepr* eGFP reporter (rep) activity co-localize in cells at invading *HRAS*^*G12V*^ SCC fronts. Scale bars, 20 µm. **h**, Immunocompromised mice with *Lepr*^*ctrl*^ and *Lepr*^*null*^ PDV tumours on opposite sides of their backs were continuously administered rapamycin or vehicle control at *t* = 3 weeks and then monitored for tumour progression. As judged by this assay, most tumour growth attributable to mTOR signalling operates through LEPR. *n* = 6 (each condition). *P* < 0.0001 (*Lepr*^*null*^) and *P* = 0.0002 (*Lepr*^*ctrl*^) at the end timepoint. For **d** and **h**, statistical analysis was performed using unpaired two-tailed Student’s *t*-tests. Data are mean ± s.e.m. (**d** and **h**). The diagram in **a** was created using BioRender. Source data

At the transcriptional level, the JAK–STAT signature showed no enrichment in our SCC-CSCs and, although flow cytometry verified JAK2 phosphorylation, the differences between papilloma and SCC, while variable, were not significant (Extended Data Fig. 8a,b). STAT3 was also phosphorylated and present in the nucleus in papillomas and, although pSTAT3 was diminished in *Lepr*^*null*^ PDV tumours, it was not abrogated (Extended Data Fig. 8c). Thus, LEPR–leptin signalling appeared to act as a catalyst to enhance, not induce, JAK–STAT signalling to a level that facilitated progression from the benign to invasive state in SCCs.

Turning to an unbiased approach to delve further into mechanism, we analysed our transcriptomes of individual SCC basal cells according to their level of *Lepr* expression. On the basis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, the top three pathways distinguishing *Lepr*^*+*^ versus *Lepr*^*−*^ basal SCC cells were small-cell lung cancer (oncogenic RAS-associated), pathways in cancer and the PI3K–AKT signalling pathway (Fig. 5b, top). Indeed, comprehensive gene signature expression scores for the AKT signalling pathway showed significant upregulation in C2 SCC-CSCs, with a marked elevation between papilloma and SCC states (Extended Data Fig. 8d,e).

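PDVC57 is a mouse skin SCC cell line. The labels give 4 libraries of Lepr-control and 4 of Lepr-null tumours. The methods state that transfected cells were sorted into single wells to make clonal lines, so the 2 genotypes also differ in the clone they descend from. The authors quantified the reads with Salmon against mm10 and summed them per gene with tximport, and deposited estimated counts and TPM, to which 0.1 had been added. Total counts ranged from 40123329 to 51733038 with a median of 44123034 for the libraries labelled Lepr-control, and from 41080638 to 46333273 with a median of 42441159 for those labelled Lepr-null. The counts were rounded, and the 15494 genes with a mean count of at least 10 were tested by edgeR's quasi-likelihood test between the 2 groups of 4, with calls at a log2 fold change beyond 1 and an adjusted p under 0.05. The floor of 3 counts lay between 2.39 and 3.31 normalized counts.

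The transcript of the targeted gene did not follow the labels. Lepr had 190, 169, 124 and 30.4 normalized counts in the libraries labelled Lepr-null and 208, 94.7, 56.7 and 136 in those labelled Lepr-control, or 128 ± 70.7 against 124 ± 65.0 (SD, n = 4 each). The log2 fold change, control minus null, was -0.05 (standard error 0.55, edgeR's adjusted p = 0.953), and an exact two-sided permutation test over all 70 assignments gave p = 0.886, where the smallest possible p is 0.0286. Its sign changed with the setting, from -0.08 to 0.40 over 6 alternatives. Counts per gene do not show edited bases, so they measure the amount of Lepr transcript and not whether it is intact. The groups are named by their labels throughout, and every direction given between them rests on those labels.

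**Figure D5:**
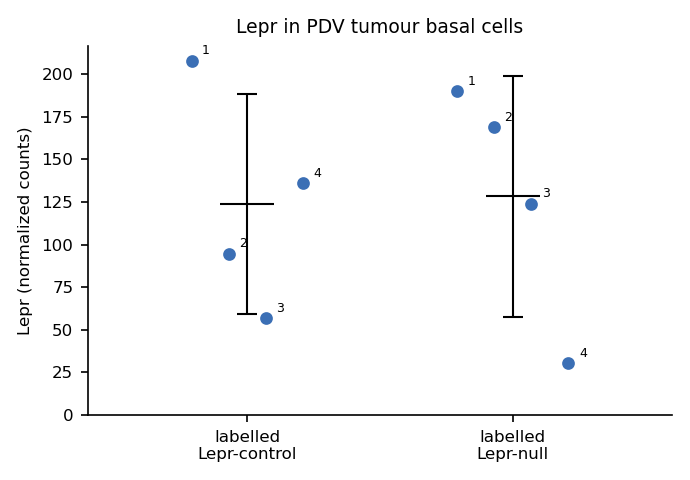
Normalized counts of Lepr in the 8 libraries from PDVC57 tumours, with 1 numbered dot per library, a bar at the group mean and error bars of 1 SD (n = 4). The libraries labelled Lepr-null span 30.4 to 190 and those labelled Lepr-control 56.7 to 208, so the groups overlap.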

To examine the PI3K–AKT connection further, we performed bulk RNA-seq analysis of FACS-purified basal cells from tumours that developed from our engrafted PDVC57 cells. 

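Between the libraries labelled Lepr-control and Lepr-null, 1759 genes were called higher and 850 lower in Lepr-control, of 15494 tested. For 1501 of the genes called higher and 819 of those called lower, the groups of 4 did not overlap. Over all genes tested, 42.0% had groups that did not overlap, against 2.86% by chance. Requiring the fold change itself to exceed 2 in the test (glmTreat) lowered these counts to 455 and 269, all of which were among the first calls. Ranked by edgeR's fitted log2 fold change among called genes without overlap, the first 5 of those higher were at the floor in every library labelled Lepr-null. Fitted values against such groups are not measured ones, so only lower bounds can be given, and other genes may have changed as much. Syt13 was at least 237-fold higher in the libraries labelled Lepr-control, Nexmif at least 135-fold, Csmd3 at least 60.0-fold, Nkain2 at least 44.6-fold and AC152414.2 at least 22.8-fold. Without Lepr-control replicate 1 the bounds fell to 87.3-fold for Syt13, 88.3-fold for Nexmif and 17.0-fold for Csmd3, which had 4.28 normalized counts, close to the floor, in another library. The calls of Syt13 and Csmd3 were lost with limma on log2(TPM + 1) with no filter on low TPM (adjusted p = 0.177 and 0.596), and that of Csmd3 also without Lepr-null replicate 4 (edgeR's adjusted p = 0.0503). Of the first 5 called lower in the same ranking, Grik3 was lower by a log2 fold change of -9.56 (standard error 0.32, edgeR's adjusted p = 2.15e-06), Krt90 by -7.42 (standard error 0.86, adjusted p = 0.000375) and Fut9 by -7.28 (standard error 0.57, adjusted p = 0.000101), and Gm7887 and Inhbe were at least 8.88-fold and 8.67-fold lower, bounds that do not show whether they belong among the largest decreases. Without Lepr-null replicate 2, Gm7887 was at least 4.56-fold lower, and it lost its call with limma on log2(TPM + 1) with no filter on low TPM (adjusted p = 0.106).

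The Source Data of Fig. 5b list 54 genes of the KEGG PI3K–Akt pathway for these tumours, of which 50 were tested. All 50 were higher in the libraries labelled Lepr-control, 49 of them by more than 2-fold, with a median log2 fold change of 1.89 where all genes had a median of 0.08. The median is the same with Tnr, which was at the floor in Lepr-null, set to its lower bound. In edgeR's test 48 were called, and adjusted over the list alone 49 had an adjusted p under 0.05. The study chose the list from genes that rose in these same libraries, so neither count is independent evidence and no set test was used to judge it. For 40 of the 50 the groups did not overlap. Among the 49 genes other than Tnr, Col4a5 rose most, by a log2 fold change of 6.14 (standard error 0.44, adjusted p = 6.93e-05), Pik3ca, the gene of the catalytic subunit of PI3K, rose by 1.09 (standard error 0.18, adjusted p = 0.00187), and Prlr, the only gene under 2-fold, by 0.96 (standard error 0.55, adjusted p = 0.189). Of the 50 genes, 5 are also in the immune or fibroblast marker lists, such as Csf1r and Col1a1, and without them the median was 1.88. Immune and fibroblast markers as a whole were higher in the libraries labelled Lepr-control. Without Lepr-control replicate 1 the list's median was 1.40, and over the other leave-one-out fits it reached 2.03. The paper uses pathway terms enriched among the genes that differ between these tumours to look for signalling downstream of LEPR.

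**Figure D6:**
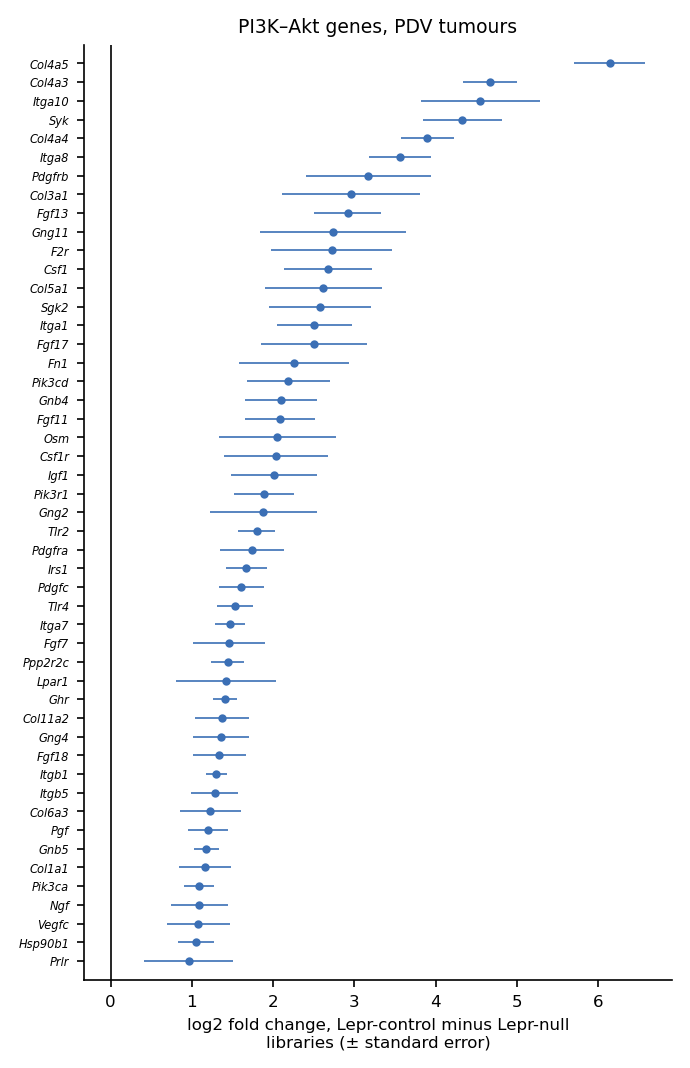
Log2 fold changes of 49 PI3K–Akt genes between the libraries labelled Lepr-control and Lepr-null, with 1 dot per gene and bars of 1 standard error from edgeR's fit. The dots run from 0.96 for Prlr to 6.14 for Col4a5, and none lies below 0.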

KEGG analysis placed the PI3K–AKT signalling pathway at the top of molecular features that distinguished *Lepr*^*ctrl*^ versus *Lepr*^*null*^ tumours (Fig. 5b, bottom). Taken together, LEPR-PI3K–AKT surfaced as a top candidate for a signalling pathway that could account for the heterogeneity in our basal progenitor population of invasive SCCs.

In vitro, *Lepr*^*ctrl*^ but not *Lepr*^*null*^ SCC cells were sensitive to AKT–PI3K signalling in the presence of recombinant leptin. As judged by immunoblot analyses, both AKT stability and activation (phosphorylation) were enhanced by leptin, but only if SCC cells expressed LEPR (Fig. 5c). Moreover, when we blocked PI3K signalling directly in vivo, the oral PI3K inhibitor BKM120^33^ reduced tumour growth in only *Lepr*^*ctrl*^ SCC and not in *Lepr*^*null*^ SCC (Fig. 5d). Considering the many routes through which PI3K–AKT can be activated, its robust link to LEPR signalling in driving oncogenic RAS tumours to an invasive SCC state was surprising and suggested that, in this context, LEPR–leptin signalling has a profound role in orchestrating the PI3K–AKT cascade and fuelling SCC tumour growth.

Through mechanisms that vary depending on cellular circumstances, PI3K–AKT signalling can lead to the activation of mTOR—a central metabolic mediator in some cancers^34–36^. In agreement, *Lepr*^*ctrl*^ PDV cells in vitro were larger in size compared with *Lepr*^*null*^ PDV cells (Extended Data Fig. 8f). Moreover, both mTOR target, the serine/threonine kinase p70-S6K, and ribosomal protein S6 (a proxy for active p70-S6K and enhanced protein synthesis at the ribosome)^37^ displayed phosphorylation in a *Lepr*-sensitive manner (Fig. 5e).

The importance of LEPR in regulating PI3K–AKT–mTOR in SCC-CSCs extended to in vivo tumours. Thus, tumours arising from engrafted *Lepr*^*null*^ PDV cells displayed reduced pS6 immunofluorescence compared with aggressive SCCs derived from *Lepr*^*ctrl*^ PDV engraftments (Fig. 5f). Furthermore, in the HRAS(G12V)-mediated transition from papilloma to SCC, pS6 was elevated at invasive SCC fronts and, when imaged with our *Lepr* reporter, pS6 and eGFP showed considerable overlap in these regions (Fig. 5g).

Finally, continuous delivery of the potent mTOR inhibitor rapamycin resulted in reduced growth of tumours derived from engrafted *Lepr*^*ctrl*^ PDV cells (Fig. 5h). By contrast, rapamycin had less effect on *Lepr*^*null*^ tumours, the growth of which was already restricted by LEPR loss of function. Notably, although the GO terms for LEPR sensitivity pointed to the PI3K–AKT pathway, AKT can also be phosphorylated by mTORC1, leaving open the possibility of feedback mechanisms arising downstream of LEPR signalling.

## Discussion

Human studies on SCCs have centred largely around invasive metastatic cancers, which often contain a myriad of oncogenic mutations. However, the tumour microenvironment can be equally impactful in driving malignant progression, as exemplified by the effects of obesity on cancer^14,38,39^. In the attempt to identify obesity-driven tumour susceptibility pathways that might alter energy balance, leptin–LEPR signalling has been a focus of cancers of which the normal stem cells express LEPR and exist in a fatty tissue microenvironment in which local leptin is high^35,40,41^. For cancers such as SCCs that originate from native tissues that do not express LEPR, reports of LEPR expression have relied mostly on immunolabelling with antibodies of unclear specificity^42–44^.

How alterations in LEPR signalling contribute to tumour progression and metastasis has remained unclear. Mechanistic insights have relied on cultured cancer cell lines, in which different possible routes have been proposed^35,43,45^ (Fig. 5a). Moreover, it was recently demonstrated that obesity generated by leptin deficiency in mice can affect KRAS-induced pancreatic cancer progression not through impaired LEPR-signalling but, rather, through an obesity-specific mechanism involving aberrant endocrine–exocrine signalling in the adapting pancreatic beta cells^14^.

In our in vivo studies, we did not use an obesity model, nor did we focus on a naturally adipose-rich tissue microenvironment. Rather, we uncovered a cancer link to the leptin–LEPR signalling pathway that becomes activated de novo downstream of an oncogenic HRAS(G12V)-induced change within otherwise normal skin stem cells. In marked contrast to oncogenic KRAS-induced pancreatic cancers, which are influenced heavily by obesity but not leptin^14^, or to pathogen infections that can elicit transient changes in local adipose tissue/leptin levels that affect wound repair^46^, malignant progression in HRAS-induced cutaneous cancers requires the induction of LEPR signalling by the stem cells, but neither obesity nor adipogenesis in the local tissue environment.

LEPR signalling during SCC progression appears to be rooted in two events: first, a CSC-mediated influx of vasculature within the tumour microenvironment that increases blood vessel density at the invasive front and in turn causes local leptin levels to rise within the tumour stroma; and second, a corresponding rise in perivascular TGFβ that enhances TGFβ signalling and *Lepr* gene expression within neighbouring SCC-CSCs. Thus, through the ability of oncogenic RAS to reroute the stem cell’s communication circuitry with its surrounding microenvironment, and the ability of the microenvironment in turn to induce a membrane receptor on the stem cells, CSCs exploit this dynamic crosstalk, fuelling non-genetic circuitries that drive malignant progression (Extended Data Fig. 8g). How leptin transits across the vasculature remains unclear^25,29^, although it is intriguing to speculate that, for solid tumours such as SCCs, mechanical pressures might alter the vascular integrity and facilitate entry of circulating factors such as leptin into the tumour microenvironment.

In summary, the acquisition of an oncogenic RAS mutation sparks the perfect crosstalk between tumour-initiating cells and their microenvironment, enabling them to hijack the LEPR-signalling pathway and fuel cancer progression. In this regard, the downstream consequences of LEPR signalling, namely sustained activation of the PI3K–AKT–mTOR pathway, become all the more important because, among human cancers, *PI3KCA* is among the most commonly mutated genes and a target of emerging anti-cancer therapeutics^7,36^. Our findings raise the tantalizing possibility that *PIK3CA* mutations may not be essential to sustain the PI3K pathway at a level required for malignancy, even though mutational burden may help to bolster it. Similarly, although polymorphisms in *Lep* and *Lepr* have been associated with oral SCCs^47^, our data clearly show that, even if a causal link emerges in the future, such genetic alterations are not required to initiate signalling. Rather, an oncogenic RAS mutation has the ability to launch an aberrant dialogue between the SCs and their normal tissue microenvironment. Furthermore, as SCC-CSCs emerge, they co-opt many of the same signalling pathways achieved by a high mutational burden—a feature with profound implications for our understanding of cancer.

## Methods

### Animals

*TRE-HRAS*^*G12V*^ mice have been described previously^48^. The original *TRE-HRAS*^*G12V*^ C57Bl/6 mice have been backcrossed 10 generations to an FVB/N background. FVB/N *TRE-HRAS*^*G12V*^ mice were bred to FVB/N *R26-LSL-YFP* mice to create the TGFβ-reporter lineage-tracing model. For the *Tgfbr2*-cKO experiment, *FR-LSL-Hras*^*G12V*^*;Tgfbr2*^*fl/fl*^*;R26-LSL-YFP* mice were crossed in-house. For tumour transplantation experiments, 7–9-week-old female NU/NU Nude mice from Charles River were used. All other studies used a mix of male and female mice, which for the assays used here, behaved similarly. The animals were maintained and bred under specific-pathogen-free conditions at the Comparative Bioscience Center (CBC) at The Rockefeller University, an Association for Assessment and Accreditation of Laboratory Animal Care (AALAC)—an accredited facility. Adult animals were housed in a cage with a maximum of five mice unless specific requirements were needed. The light cycle was from 07:00 to 19:00. The temperature of the animal rooms was 20–26 °C, and the humidity of the animal rooms was 30–70%. All mouse protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at The Rockefeller University.

As tumours began to progress to the malignant stage (size > 10 mm), mice were housed individually and antibiotic cream was applied to the surface of the ulcerated tumour. When tumour sizes approached 15 mm, intraperitoneal injection of Bup was used every 8 h to minimize pain. Mice were euthanized once the tumour size exceeded 20 mm or if mice showed any signs of distress, for example, difficulty in breathing.

### Cell lines

The mouse cutaneous SCC cell line PDVC57 was cultured in the E-low medium (E.F.’s laboratory)^5^. Mouse keratinocyte cell line FF (*Tgfbr2*^*f/f*^*PGK-Hras*^*G12V*^) and ΔΔ (*Tgfbr2*^*null*^*PGK-Hras*^*G12V*^) were cultured with the E-low medium as previously discribed^6^. The HNSCC cell line A431 was cultured in DMEM medium (Gibco) with 10% FCS, 100 U ml^−1^ streptomycin and 100 mg ml^−1^ penicillin. The HEK 293TN cell line for lentiviral production was cultured in DMEM medium supplemented with 10% FCS (Gibco), 1 mM sodium pyruvate, 2 mM glutamine, 100 U ml^−1^ streptomycin and 100 mg ml^−1^ penicillin. The 3T3J2 fibroblast feeder cell line was expanded in DMEM/F12 medium (Thermo Fisher Scientific) with 10% CFS (Gibco), 100 U ml^−1^ streptomycin and 100 mg ml^−1^ penicillin. It was then treated with 10 µg ml^−1^ mitomycin C (Sigma-Aldrich) for 2 h to achieve growth inhibition.

The human skin SCC line A431 was from ATCC; mouse skin SCC PDVC57 was a gift from the original laboratory that created it (Balmain lab); mouse keratinocyte cell lines FF (*Tgfbr2*^*f/f*^*PGK-Hras*^*G12V*^) and ΔΔ (*Tgfbr2*^*null*^ *PGK-Hras*^*G12V*^) were generated in E.F.’s laboratory; mouse fibroblast 3T3/J2 has been passaged in the laboratory as feeder cells and originated from the laboratory of H. Green;  HEK 293TN cells were purchased from SBI directly as low passage (P2) for lentiviral packaging. PDVC57 was validated by karyotyping and grafting tests. Mouse keratinocyte cell lines were validated previously in E.F.’s laboratory. 3T3/J2 has been functionally and morphologically validated as feeder cells. HEK 293TN cells were functionally tested as packaging cells producing lentivirus. A431 was not authenticated.

### Human tumour samples

Human skin and SCC tumour samples were acquired as frozen tissue from B. Singh at Weill Cornell Medical College. All of the samples were de-identified according to National Institutes of Health and Federal/State regulations. Informed consent was obtained from all human research participants at Weill Cornell Medical College, and in accordance with approved Institutional Review Broad (IRB) protocols from The Rockefeller University, Weill Cornell Medical College and Memorial Sloan Kettering Cancer Center.

### Lentiviral in utero transduction

Lentiviral constructs were previously described (*SBE-NLSmCherry-P2A-CreERT2 PGK-rtTA3*)^6^ or cloned in E.F.’s laboratory (*SBE-NLSmCherry PGK-rtTA3*, *Lepr* peak reporter-*eGFP PGK-rtTA3*, *TRE-Lepr-IRES-eGFP*, *PGK-rtTA3*, *TRE-Vegfa* *EEF1A1-rtTA3*, *TRE-STOP EEF1A1-rtTA3*). The lentiviral production and in utero injection were performed as previously described^6,23^. In brief, pregnant female mice with a doxycycline-inducible *HRAS*^*G12V*^ transgene were anaesthetized with isoflurane (Hospira) when their embryos were at E9.5. Lentivirus (500 nl to 1 µl) was injected into the amniotic sacs of the embryos to selectively transduce a small number of individual epidermal progenitors within the surface monolayer that gives rise to the skin epithelium^49^. Postnatal induction of tumorigenesis in clonal patches was achieved by doxycycline administration (2 mg per g) through the feed.

### Tumour formation and grafting

To induce spontaneous tumour formation, transduced *TRE-HRAS*^*G12V*^ or *TRE-HRAS*^*G12V*^ *R26-LSL-YFP* mice were continuously fed doxycycline-containing chow (2 mg per g) from postnatal day 0 to 4 to activate the rtTA3 transcription factor and induce tumorigenesis. Papillomas appeared by around 4 weeks and progressed to SCCs by about 8 weeks. To activate the *creER*^*T2*^ in lineage-tracing experiments, 100 μg tamoxifen (Sigma-Aldrich) was injected intraperitoneally into tumour-bearing mice daily for 3 consecutive days. For tumour allograft studies, 1 × 10^5^ mouse PDVC57 SCC cells were mixed with growth-factor-reduced Matrigel (Corning) and intradermally injected into NU/NU Nude immunocompromised mice. Visible tumours appeared after 3 weeks. For metastatic tumour xenografts, 1 × 10^5^ human SCC A431 cells were resuspended in sterile PBS and tail-vein injected into immunocompromised Nude mice. Mouse lung tissue with metastatic lesions was collected after 3 weeks. The volume of the tumour was calculated using the following formula: $$\frac{4}{3}\pi \left(\frac{x}{2}\times \frac{y}{2}\times \frac{z}{2}\right)$$, where *x*, *y* and *z* are three-dimensional diameters measured using digital callipers (FST).

### Immunofluorescence and histology

For both histology and immunofluorescence analysis, tumour tissues were fixed in 4% PFA at room temperature for 15 min, and then washed three times with PBS at 4 °C. For histology, samples were dehydrated in 70% ethanol overnight, and were sent to Histowiz for Oil Red O and H&E staining. For immunofluorescence, after PBS washes, the samples were dehydrated in 30% sucrose in PBS solution overnight at 4 °C. The dehydrated tissues were embedded in OCT medium (VWR). Cryosections (10 µm) were blocked in PBS blocking buffer with 0.3% Triton X-100, 2.5% normal donkey serum, 1% BSA, 1% gelatin. After blocking, the sections were stained with primary antibodies: ITGA6 (rat, 1:2,000, BD), RFP/mCherry (guinea pig, 1:5,000, E.F.’s laboratory), K14 (chicken, 1:1,000, BioLegend), CD31 (rat, 1:100, BD Biosciences), K5 (guinea pig, 1:2,000, E.F.’s laboratory), K8 (rabbit, 1:1,000, E.F.’s laboratory), mLEPR (goat, 1:200, R&D Systems), hLEPR (rabbit, 1:100, Sigma-Aldrich), RUNX1 (rabbit, 1:100, Abcam), FOS (rabbit, 1:100, Cell Signalling), GFP (chicken, 1:500, BioLegend), pSTAT3-Y705 (rabbit, 1:100, Cell Signalling), pSMAS2-S465/467 (rabbit, 1:1,000, Cell Signalling) or pS6-S240/244 (rabbit, 1:100, Cell Signalling). For pSTAT3 immunolabelling, sections were pretreated with ice-cold 100% methanol for 30 min before blocking. After primary antibody staining, all sections were washed three times with PBS wash buffer containing 0.1% Triton X-100 for 5 min at room temperature. For pSMAD2 immunolabelling, sections were pretreated with 3% H_2_O_2_ for 1 h before blocking, stained using the appropriate HRP-conjugated secondary antibody (Jackson ImmunoResearch) and amplified using the TSA plus Cy3 kit (Akoya Biosciences) in combination with other regular co-stains. The sections were then labelled with the appropriate Alexa 488-, 546- and 647-conjugated secondary antibodies (Thermo Fisher Scientific) and imaged using the Zeiss Axio Observer Z1 with Apotome 2 microscope. Images were collected and analysed using Zeiss Zen software.

For immunofluorescence microscopy of thick tumour sections, all collected tumours were fixed with 1% (v/v) paraformaldehyde/PBS overnight at 4 °C and washed three times with PBS. After an overnight incubation with 30% (w/v) sucrose/PBS at 4 °C and embedding in OCT, 100 μm cryosections were washed with PBS and transferred to a 24-well dish. After overnight permeabilization with 0.3% Triton X-100/PBS at room temperature with rotation, tissue was blocked for 4–6 h with 5% donkey serum and 1% bovine serum albumin in 0.3% Triton X-100/PBS (blocking buffer). Tissue was then incubated with the following primary antibodies for 2 days at room temperature: mCherry (Abcam, 1:1,000), CD31 (Sigma-Aldrich, 1:300), keratin 14 (E.F.’s laboratory, 1:400), Keratin 18 (rabbit, 1:300, E.F.’s laboratory), GFP (chicken, 1:300, E.F.’s laboratory) and ITGA6 (Rat, 1:300, BD Biosciences) before several washes with 0.3% Triton X-100/PBS. The tissue sections were incubated with secondary antibodies (Alexa Fluor-RRX, -488 or -647 hamster, rat, chicken and rabbit at 1:1,000) diluted in blocking buffer overnight (16–20 h) together with DAPI at room temperature and washed with 0.3% Triton X-100/PBS with several exchanges. Immunolabelled tissue sections were then dehydrated with a graded ethanol series by incubation in 30% ethanol, 50% ethanol and 70% ethanol, each set to pH 9.0 as described previously^50^ for 1 h per solution, before a 2 h incubation with 100% ethanol, and cleared to optimize optical sectioning and imaging penetration by overnight incubation with ethyl cinnamate (Sigma-Aldrich). Cleared tumour samples were imaged in 35 mm glass-bottom dishes (Ibidi) with an inverted LSM Zeiss 780 laser-scanning confocal microscope and/or Andor dragonfly spinning disk. Images were then analysed using Imaris imaging software (Bitplane). The shortest distance and volume measurements were performed by the creation of individual objects of CD31^+^ blood vessels, K14^+^ tumour mass, K18^+^ tumour cells or *Lepr* reporter^+^ tumour cells.

### Cell sorting and flow cytometry

To sort the target tumour cell populations by FACS, tumours were first dissected from the skin and finely minced in 0.25% collagenase (Sigma-Aldrich) in HBSS (Gibco) solution. The tissue pieces were incubated at 37 °C for 20 min with rotation. After a wash with ice-cold PBS, the samples were further digested into a single-cell suspension in 10 ml 0.25% trypsin/EDTA (Gibco) for 10 min at 37 °C. The trypsin was then quenched with 10 ml FACS buffer (5% FCS, 10 mM EDTA, 1 mM HEPES in PBS). The single-cell suspension was centrifuged at 700 rcf. The pellet was resuspended in 20 ml FACS buffer and strained through a 70 μm cell strainer (BD Biosciences). The filtered samples were centrifuged at 700 rcf to pellet cells, and the supernatant was discarded. The cell pellet was then resuspended in primary antibodies. A cocktail of antibodies against surface markers at the predetermined concentrations (CD31–APC, 1:100, BioLegend; CD45–APC, 1:200, BioLegend, CD117–APC, 1:100, BioLegend; CD140a–APC, 1:100, Thermo Fisher Scientific; CD29–APCe780, 1:250, Thermo Fisher Scientific; CD49f–PerCPCy5.5, 1:250, BioLegend; CD44–PECy7, 1:100, BD Biosciences) was prepared in the FACS buffer with 100 ng ml^−1^ DAPI. Furthermore, CD44–BV421 (1:100, BD Biosciences), CD49f–PECy7 (1:250, BioLegend) and CD29–APCCy7 (1:250, BioLegend) were also used as interchangeable staining in the panels for the same purpose. The samples were incubated on ice for 30 min, washed with FACS buffer twice and resuspended in FACS buffer with 100 ng ml^−1^ DAPI before FACS and analysis.

To sort the skin stem cell populations (IFE and HFSCs), whole back skins were first dissected from the mouse. After scraping off the fat tissues from the dermal side, the tissues were incubated in 0.25% trypsin/EDTA (Gibco) for 45–60 min at 37 °C. After quenching the trypsin with cold FACS buffer, the epidermal layer and hair follicles were scraped off the epidermal side of the skin. The tissues were mechanically separated/strained into a single-cell suspension for staining. A cocktail of antibodies for surface markers at the predetermined concentrations (CD31–APC, 1:100, BioLegend; CD45–APC, 1:200, BioLegend; CD117–APC, 1:100, BioLegend; CD140a–APC, 1:100, Thermo Fisher Scientific; CD29–APCe780, 1:250, Thermo Fisher Scientific; CD49f–PerCPCy5.5, 1:250, BioLegend; CD34–BV421, 1:100, BD Biosciences; CD200–PE, 1:100, BioLegend; SCA1–PECy7, 1:100, BioLegend) was prepared in the FACS buffer with 20 ng ml^−1^ DAPI when using an ultraviolet laser. The sorting was performed on BD FACS Aria equipped with FACSDiva software.

For the in vivo *Lepr* reporter SCC cell experiment, reporter PDVC57 cells were treated with TGFβ1 (10 ng ml^−1^) for 7 days. The treated reporter PDVC57 cells were stained with 100 ng ml^−1^ DAPI in FACS buffer and analysed on the BD Biosciences LSR Fortessa system together with the control treatment (BSA only).

For the phosphorylated protein flow cytometry experiment, single-cell suspensions were obtained from papilloma or SCC tumour tissues as described above. After washes with cold PBS, cells were stained with Live/Dead Blue (1:200, Thermo Fisher Scientific) on ice for 30 min, and then washed with FACS buffer and blocked with FACS buffer with 5% normal mouse serum (Thermo Fisher Scientific), 5% normal rat serum (Thermo Fisher Scientific) and 1× Fc Block (BioLegend) for 15 min on ice. The live cells were then stained with FITC-conjugated surface marker (DUMP) antibodies (CD31, CD45, CD117, CD140a) (Thermo Fisher Scientific and BioLegend) for 30 min. After washing with FACS buffer, cells were fixed with 1× Phosflow Lyse/Fix Buffer (BD Biosciences) at 37 °C for 10 min. After centrifuging and another wash with FACS buffer, the fixed cells were permeabilized with −20 °C prechilled Phosflow Perm Buffer III (BD Biosciences) for 30 min on ice. The samples were then washed twice with 1× Phosflow Perm/Wahs Buffer I (BD Biosciences), and stained with CD49f–BV510 (BD Biosciences), CD29–APCe780 (Thermo Fisher Scientific), CD44–BB700 (BD Biosciences), pAKTs473–BV421 (BD Biosciences) and pJAK2y1007/1008–Alexa647 (Abcam) antibodies for 2 h on ice. The samples were then washed and analysed on the BD Biosciences LSR Fortessa system. The flow cytometry data were analysed using FlowJo (BD Biosciences).

### RNA purification and ATAC-seq library preparation

For bulk RNA-seq, targeted cell populations from 2 (SCC) to 15 (papilloma) tumours per population were directly sorted into TRI Reagent (Thermo Fisher Scientific) and the total RNA was purified using the Direct-zol RNA MiniPrep Kit (Zymo Research) according to the manufacturer’s instructions. The integrity of purified RNA was determined using the Agilent 2100 Bioanalyzer. Library preparation, using the Illumina TrueSeq mRNA sample preparation kit (non-stranded, poly(A) selection), and sequencing were performed at the Genomic Core Facility at Weill Cornell Medical College on the Illumina HiSeq 4000 system with the 50 bp single-end setting or the NovaSeq with the 100 bp paired-end setting.

For accessible chromatin profiling, target cell populations from 2 (SCC) to 15 (papilloma) tumours per population were sorted into FACS buffer, and ATAC-seq sample preparation was performed as described previously^51^. In brief, a minimum of 2 × 10^4^ cells were lysed with ATAC lysis buffer on ice for 1 min. Lysed cells were then tagmented with Tn5 transposase (Illumina) at 37 °C for 30 min. Cleaned-up fragments were PCR-amplified (NEB) and size-selected with 1.8× SPRI beads (Beckman Coulter). Libraries were sequenced at the Genome Resource Center at The Rockefeller University on the Illumina NextSeq system with the 40 bp paired-end setting.

For scRNA-seq, target cell populations were sorted from 3–5 SCC tumours per mouse, for a total of 3 biological replicates (2 male and 1 female mice). Single-cell libraries were prepared according to a slightly modified Smart-seq2 protocol^52^. In brief, cells were sorted into 96-well plates containing hypotonic lysis buffer, snap-frozen with liquid nitrogen and stored at −80 °C until further processing. To semi-quantitatively assess technical variation between cells, ERCC spike-ins (1:2 × 10^6^ dilution, Thermo Fisher Scientific) were added with the lysis buffer. After thawing, cells were lysed at 72 °C for 3 min. Released RNA was reverse-transcribed using dT30 oligos, template switching oligos and Maxima H- reverse transcriptase. cDNA was amplified by 15 cycles of whole-transcriptome amplification using KAPA HiFi DNA polymerase (Roche) and then size-selected using 0.6× AmpPure XP beads (Beckman Coulter). To exclude wells containing multiple cells, as well as low-quality and empty wells, quantitative PCR with reverse transcription (RT–qPCR) for *Gapdh* was performed before proceeding. Illumina sequencing libraries were then prepared using the Nextera XT DNA library preparation kit (Illumina) and indexed with unique 5′ and 3′ barcode combinations. After barcoding, the samples were pooled and size-selected with 0.9× AmpPure XP beads. The integrity of the pooled library was assessed using the TapeStation (Agilent) before sequencing on two lanes of the Illumina NovaSeq S1 system using 100 bp paired-end read output (Illumina). For optimal sequencing depth, each sequencing library was sequenced twice, once in each lane of the Illumina NovaSeq system. Sequencing reads per cell from each lane were combined during alignment to the reference genome.

### CRISPR-mediated *Lepr* knockout

Our *Lepr*^*null*^ PDVC57 cell line was generated using the Alt-R CRISPR–Cas9 system (IDT). 

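The guide RNA used to make the Lepr-null line, GAGUCAUCGGUUGUGUUCGG, matches the mouse genome in Lepr. Written as DNA, GAGTCATCGGTTGTGTTCGG lies on the minus strand of chromosome 4 of GRCm38 from 101733344 to 101733363, followed by the PAM TGG. Lepr itself runs on the plus strand. The site falls in exon 3 (101733267 to 101733596) of the transcripts Lepr-201, Lepr-202 and Lepr-203, which have 19, 18 and 19 exons, and this exon is coding exon 2 of each. Cas9 is expected to cleave between 101733346 and 101733347, at codon 40 of the proteins of 1162, 892 and 894 residues that these transcripts encode. The plus-strand sequence around the site is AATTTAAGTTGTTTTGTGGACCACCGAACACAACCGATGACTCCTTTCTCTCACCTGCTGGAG. A search of the spliced reference transcripts with up to 3 mismatches and an NGG PAM found 1 site, the one in Lepr, and 0 others. Introns and intergenic sequence were not searched. No library measures the edit itself.

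**Figure D7:**
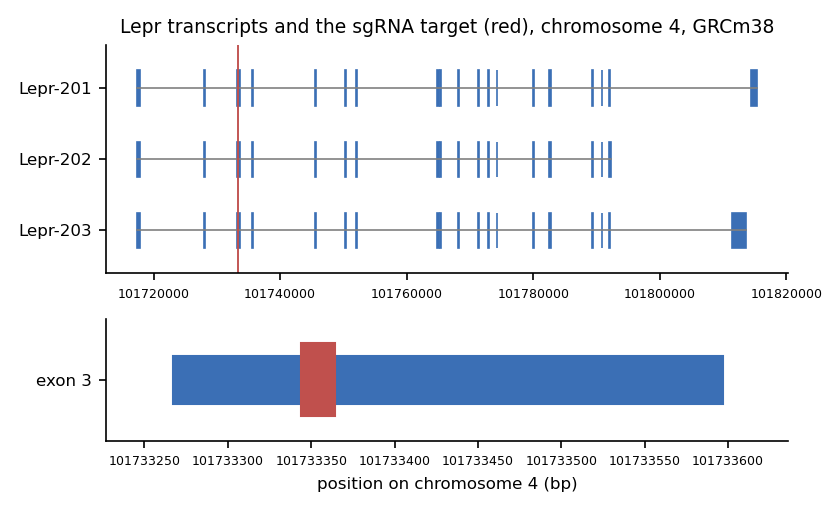
Exons of the transcripts Lepr-201, Lepr-202 and Lepr-203 on chromosome 4 of GRCm38 as blue blocks, with the guide's target in red, and exon 3 enlarged underneath. The protospacer spans 101733344 to 101733363, inside the exon from 101733267 to 101733596.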

In brief, a recombinant Cas9 protein, validated sgRNA (GAGUCAUCGGUUGUGUUCGG) targeting exon 3 of the mouse *Lepr* gene or a negative control sgRNA (IDT), and an ATTO-550-conjugated tracer RNA were used to form a ribonucleoprotein (RNP) were mixed with RNAiMax reagent (Thermo Fisher Scientific). PDVC57 cells were then transfected with the mixture overnight and FACS-purified into 96-well plates to produce clonal cell lines. The *Lepr*^*null*^ PDVC57 cell line was selected after validating by immunoblot analysis of LEPR as well as sequencing of the target region for indel efficiency using the MiSeq system. The *Lepr*^*null*^ PDVC57 cell line and *Lepr*^*ctrl*^ PDVC57 cell line were intradermally injected into the immunocompromised Nude mice, and the tumours were analysed for growth and progression.

### Rescue of LEPR in *Lepr*^*null*^ PDVC57 SCC cells

*Lepr*^*null*^ PDVC57 cells were transduced in vitro with 1:1 ratio of PGK-rtTA3 lentivirus and *TRE-FL-Lepr-IRES-eGFP* or *TRE-Lepr*^*ΔSig*^*-IRES-eGFP* lentivirus. After culturing in 1 μg ml^−1^ of doxycycline (Sigma-Aldrich) containing E-Low medium, eGFP^high^ cells expressing *Lepr* were isolated by FACS and expanded in vitro. These two different cell lines were later intradermally grafted onto immunocompromised Nude mice, and the tumours were analysed for growth and progression.

### Limiting dilution assay

To compare the tumour-initiating ability between *Lepr*^*null*^ PDVC57 and *Lepr*^*ctrl*^ PDVC57 cell lines, a preset number of cells were intradermally grafted onto Nude mice, and the tumour growth was tracked for 5 weeks to calculate the tumorigenicity of cells. As previously described^23^, SCC cells were diluted serially from 10^4^ to 10^6^ cells per ml and 100 µl cell mixtures in 1:1 PBS:Matrigel were injected. Four injections per mouse were performed under the animal facility regulations (for 10^5^ and 10^4^ per injection, *n* = 4; for 10^3^ per injection, *n* = 8). Photos of mice were recorded, and tumours were counted at the end point 5 weeks after injection.

### Osmotic pump for systemic delivery

To achieve continuous systemic delivery of compounds, Alzet osmotic pumps were implanted as previously described^53^ into the back skins of Nude mice. Three weeks after the initial intradermal tumour grafts, tumour-bearing Nude mice were anaesthetized and sterilized for surgical procedures. A small cut was created with scissors and the osmotic pump containing a predetermined concentration of compounds or vehicle was inserted underneath the back skin and the opening was clipped. For the leptin experiment, 4-week-long delivery pumps were used with 2 mg ml^−1^ leptin (R&D Systems), 0.5 mg ml^−1^ leptin, 0.5 mg ml^−1^ SMLA (BioSources) and PBS vehicle. Where indicated, fluorescently labelled (680RD) leptin as previously discribed^54^ was used to detect the ability of circulating leptin to reach the skin stroma. For the VEGFA experiment, 4-week-long delivery pumps were used with 50 μg ml^−1^ VEGFA (R&D Systems) and PBS vehicle. For the rapamycin experiment, 2-week-long delivery pumps were used with 10 mM rapamycin (SelleckChem) in PBS solution with 10% DMSO or with the respective vehicle control. Tumour sizes were then monitored for tumour growth and progression.

To achieve local delivery of compound, intradermal injections were performed into the skin adjacent to or underneath the grafted tumours of Nude mice. 50 μg ml^−1^ VEGFA (R&D Systems) and PBS vehicle were injected in a 50 μl volume every 3 days with a 1 ml syringe and a 26G needle (BD Biosciences).

### RT–qPCR

To measure *Lep* mRNA levels in whole tissues, normal skin from wild-type FVB/N mice was first separated from the underlying white fat tissue, and then both were independently snap-frozen in liquid nitrogen. Papilloma and SCC tumours were trimmed from the adjacent aphenotypic skin. Frozen tissues were crushed and then dissolved in Tri-Reagent (Thermo Fisher Scientific). RNA was isolated using the Direct-zol RNA miniprep kit (Zymo Research). To measure *Lep* levels in specific cells from the tumour or normal microenvironment, CD45^+^ (immune cells), CD140a^+^ (fibroblasts and other mesenchymal cells), CD117^+^ (melanocytes) and CD31^+^ (endothelial cells) were FACS-isolated from single-cell suspensions of normal skin, papilloma and SCC in Tri-Reagent (Thermo Fisher Scientific). RNA was isolated using the Direct-zol RNA microprep kit (Zymo Research). Equivalent amounts of RNA were reverse-transcribed using the SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific). cDNAs were mixed with the primers listed below and the Power SYBR Green PCR Master Mix (Thermo Fisher Scientific), and then quantified using the Applied Biosystems QuantStudio 6 Real-Time PCR system. *Lep* levels were normalized to equal amounts using primers against *B2m*. Primer sequences were as follows: *Lep* forward, 5′-GAGACCCCTGTGTCGGTTC-3′; *Lep* reverse, 5′- CTGCGTGTGTGAAATGTCATTG-3′; *B2m* forward, 5′- TTCTGGTGCTTGTCTCACTGA-3′; *B2m* reverse, 5′-CAGTATGTTCGGCTTCCCATTC-3′.

### PI3K inhibitor gavage in tumour-bearing mice

As previously described^33^, the pan-PI3K inhibitor BKM120 (MedChemExpress) was dissolved in DMSO to 100 mg ml^−1^. A 10% (v/v) solution was then sequentially diluted in 40% PEG300, 5% Tween-80 and 45% PBS. DMSO (10%) was used as vehicle control. The course of treatment was daily gavage for 14 days. Tumour-bearing mice were first anaesthetized lightly and 100 µl of the solution was delivered to the mouse stomach through a feeding needle (Thermo Fisher Scientific). The study was blinded by one experimentalist performing gavage and the other one measuring the tumour sizes every 2–3 days without knowing the treatment or control. The results were analysed at day 15 after the initial treatment.

### Colony-forming assay

After LPER^+^ and LEPR^−^ tumour basal cells (CD29/CD49f^high^CD44^+^) were FACS isolated and counted, 5 × 10^4^ cells of each replicate per condition were plated in a 10 cm dish with a growth-inhibited 3T3/J2 feeder layer with the SY medium (E.F.’s laboratory, see below) at 7.5% CO_2_ and 37 °C. After 14 days, the cultures were fixed and stained with Alexa647-conjugated CD49f antibodies (BioLegend). The plates were then imaged using the LiCor Odyssey Imager and quantified on the basis of the numbers and sizes of colonies.

### SY mouse skin stem cell culture medium

The base medium was made with calcium-free DMEM/F12 (3:1) (E.F.’s laboratory) with 1× Glutamax (Thermo Fisher Scientific) and 1× penicillin–streptomycin (Thermo Fisher Scientific). Additives included 15% chelated fetal bovine serum (Thermo Fisher Scientific), 418.5 ng ml^−1^ of hydrocortisone (Sigma-Aldrich), 9.405 ng ml^−1^ of cholera toxin (Sigma-Aldrich), 10 μM of Y-27632 (Selleck Chemicals), 0.0525 mg ml^−1^ insulin (Sigma-Aldrich), 0.0525 mg ml^−1^ Apo-transferrin (Thermo Fisher Scientific), 300 mM CaCl_2_ (Sigma-Aldrich), 36.5 mM of NaHCO_3_ (Sigma-Aldrich) and 2.1 × 10^−8^ M of 3,3′,5-triiodo-l-thyronine (Sigma-Aldrich).

### Mouse leptin ELISA

For quantification of leptin level in the tissue or plasma, the Quantikine Mouse/Rat Leptin ELISA (R&D Systems) kits were used. Tumour tissues were snap-frozen without adjacent skin in liquid nitrogen and sonicated in lysis buffer (R&D Systems) before centrifuging at full speed at 4 °C for 10 min to obtain total lysates. Plasma was obtained by centrifuging clean blood for 15 min at 2,000*g* at 4 °C. The manufacture’s protocol was followed for these assays.

### Fluorescence assay for detecting labelled proteins

For quantification of 680RD-labelled leptin level in tissue, the Biotek Cytation 5 System (BioTek) was used. Tumour and skin tissues were snap-frozen in liquid nitrogen and sonicated in Lysis Buffer (R&D Systems) before centrifuging at full speed at 4 °C for 10 min to obtain total lysates. Serial dilutions of labelled recombinant protein were used as standards to generate a curve to estimate the amount of protein in the tissue lysates. A total of 100 μl of lysates and standards in duplicates were loaded into 96-well black assay plate (Thermo Fisher Scientific) and then read at an excitation of 680 nm and emission of 695 nm. Estimated concentrations were then calculated.

### Immunoblotting

To collect cells, cultured cells were washed on the plate in cold 1× PBS, lysed in RIPA Buffer (Millipore) supplemented with protease and phosphatase inhibitors (Roche), and collected by scraping. Cells were lysed for 30 min on ice and then centrifuged to collect the supernatant. The protein concentration was determined by the BCA assay (Pierce) against a bovine serum albumin standard curve. Protein (20 μg) of each sample was run on NuPAGE 4–12% Bis-Tris Gels (Invitrogen) for 1 h at 200 V in NuPAGE MES SDS Running Buffer (Invitrogen). Protein was transferred overnight onto the Immunoblon FL PVDF membrane (Millipore) in NuPAGE transfer buffer (Invitrogen) with methanol at 15 V and 4 °C. Membranes were blocked in Odyssey TBS blocking buffer for at least 1 h at room temperature before incubating with primary antibodies overnight at 4 °C in Odyssey buffer with Tween-20. Membranes were washed several times in 0.1% Tween-20 in PBS before incubating with fluorescent secondary antibody.

The following primary antibodies and dilutions were used: primary antibodies (anti-mLEPR 1:1,000, R&D Systems; anti-AKT, 1:1,000, Cell Signaling; anti-pAKT(S473), 1:1,000, Cell Signalling; anti-S6, 1:1,000, Cell Signaling; anti-pS6(S240/244), 1:1,000, Cell Signaling; anti-S6K, 1:1,000, R&D Systems; anti-pS6K(T389), 1:1,000, Cell Signaling; anti-GAPDH, 1:5,000, Thermo Fisher Scientific; anti-α-tubulin, 1:5,000, Sigma-Aldrich), secondary antibodies were used at 1:10,000 (donkey anti-rabbit HRP and donkey anti-mouse Alexa647, Jackson ImmunoResearch). Membranes were imaged with an GE Amsham AI600 Imager. Owing to multiple targeted proteins in each experiment, one set of identical samples with the same sample volumes and processing procedure was blotted for GAPDH or α-tubulin in one of the gels in the same experiment as a loading control.

### Bulk RNA-seq analysis

Trimmed fastq files were obtained from the Genomic Core Facility of Weill Cornell Medical College. The analysis was performed by the cluster at the High-Performance Computing facility. For RNA-seq analysis of C57BL/6J *TRE-HRAS*^*G12V*^ driven papilloma and SCC samples (Fig. 1 and Extended Data Fig. 1), raw sequencing reads were aligned to the mouse reference genome (UCSC release mm10) using Bowtie2 (v.2.2.9)^55^ using the default parameters. The expression values of each gene were quantified as transcripts per million (TPM), as well as raw counts, using RSEM (v.1.2.30)^56^. Differential gene expression analysis was performed on raw counts using DESeq2 (v.1.24.0) with a negative binomial distribution and Wald test for significance^57^. Genes with average counts of greater than 10, log_2_[fold change] > |1| and adjusted *P* < 0.05 were considered to be differentially expressed. Differentially expressed genes were presented as a heat map with *z*-score-normalized expression values. To examine temporal changes in regulators of angiogenesis as cells transit from normal to benign to invasive states, the expressed genes related to the GO term ‘positive regulation of angiogenesis’ (GO:0045766, AmiGO2) were plotted as a *z*-score-normalized heat map.

For RNA-seq analysis of FVB *TRE-HRAS*^*G12V*^-driven TGFβ-reporter papilloma and SCC samples, genome indices were generated with the genome sequence (GRCm38.p5) and the comprehensive gene annotation on the primary assembly (GENCODE M16). Raw reads were aligned to the genome indices and gene counts were generated using STAR (v.2.6)^58^ with the default parameters. For differential gene expression analysis, low-expressed genes (minimum average read count < 10) were filtered out before DESeq2 analysis (v.1.16.1) in R Studio (v.3.4.2). Paired mCherry-positive and -negative samples were identified as batches and disease stages (papilloma versus SCC) as conditions for differential gene expression modelling using a negative binomial distribution and Wald test by DESeq2. Genes were considered to be differentially expressed when log_2_[fold-change] > |1| and adjusted *P* < 0.05.

For PDV-WT and *Lepr*^*KO*^ grafted SCC samples, raw reads were mapped to the decoy-aware mouse genome (UCSC release mm10) using Salmon (v.1.4.0)^59^. The expression level of each gene was quantified as TPM, as well as by raw counts, using Tximport (v.1.12.3)^60^ in R (v.3.6.1). For differential gene expression analysis, low-expressed genes (minimum average read count < 10) were filtered out before DESeq2 analysis (v.1.16.1) in R Studio (v.3.4.2). Differential gene expression modelling used a negative binomial distribution and Wald test by DESeq2. Genes were considered to be differentially expressed for log_2_[fold-change] > |1| and adjusted *P* < 0.05.

GO term and KEGG pathway analysis were performed using the DAVID online tool (NIH).

### Bulk ATAC-seq analysis

Fastq files were obtained from the Genomic Resource Center of The Rockefeller University. The analysis was performed on the computational cluster at the High-Performance Computing facility. The raw sequencing reads were aligned using Bowtie2 (v.2.2.9)^55^ to the mm10 reference genome (UCSC). The aligned reads were de-duplicated with Picard (v.2.3.0; Broad Institute, 2019) and shifted to correct for Tn5 insertion bias. Peaks were called using MACS2 (v.2.1.1) with the default settings^61^. Next, all peaks from IFE, HFSC, PAPneg, PAPpos, SCCneg and SCCpos were concatenated to a union peak set, and the read coverage of each sample at these peaks was calculated with Bedtools (v.2.25). The R (v.3.6.1) package pheatmap (v.1.0.12) was then used to generate the heat map. For motif analysis, HOMER findMotifGenome.pl was used with a customized motif database from JASPAR 2018. The motif input for HOMER (v.4.11)^62^ was generated from JASPAR 2018 vertebrates CORE central motifs using 80% of the maximum log-odds expectation for each motif as the detection threshold for HOMER.

### Single-cell RNA-seq analysis

Sequence and transcript coordinates for the mouse release M23 (GRCm38.p6) genome and gene models were downloaded from GENCODE. Paired sequencing reads for scRNA-seq libraries were aligned to the mouse reference genome, combined with sequences for ERCC spike-ins as artificial chromosomes, using STAR (v.2.5.2a)^58^ with the default parameters for paired-end reads. Transcript expression values were calculated using the Salmon quantification software (v.0.14.1)^59^ and gene expression levels as TPMs and counts were obtained using Tximport (v.1.12.3)^60^. TPMs were transformed to log_2_[TPM + 1]. For downstream analyses, cells with <2,500 genes detected per cell and genes expressed in <5% of the cell population were removed. Cells expressing lower levels of the lineage marker *Krt14* (log_2_[TPM + 1] < 7) were excluded. After filtering, there were 1,504 cells (159 integrin^low^ suprabasal, 500 integrin^high^, mCherry^−^ basal, and 845 integrin^high^, mCherry^+^ basal cells) (*n* = 3 mice) in the dataset.

Analyses and visualization of data were conducted in a Python environment built on the Numpy, SciPy, matplotlib, scikit-learn package and pandas libraries. To distinguish true biological variability in gene expression from technical noise, we used a statistical model for identifying highly variable genes compared to ERCC spike-ins as described^63^. In brief, we used a custom script based on the methodology described^63^, running in R v.3.6.1, to identify those genes with a higher level of variation (at least 10% above the technical variation) and a false-discovery rate (FDR) value of less than 0.1. To identify cell clusters and visualize the data, we first centred and scaled the highly variable gene dataset and performed principal component analysis on the list of highly variable genes. The first 201 principal components, which captured 50% of the variance in the dataset, were used as an input for nonlinear dimensionality reduction, performed using UMAP implemented in scikit-learn. To identify clusters, we used a graph-based clustering approach based on building a *k*-nearest neighbours graph and clustering with the Louvain algorithm (with *k* set to one fifth of the dataset size, and a resolution parameter of 1 × 10^−4^). Euclidean distance in PCA space served as input for both UMAP generation and Louvain clustering.

Differential gene expression was used to identify genes specific to each cluster. In brief, we used raw count matrices for expressed genes and applied them to the DESeq2 package (v.1.24.0)^57^ using R. We used a negative binomial fit to model differential gene expression, factored the dataset based on the Louvain cluster assignments, and used a threshold of 0.75 to construct Wald tests of significance. Genes were considered to be differentially expressed if log_2_[fold change] > |1| and adjusted *P* < 0.05. Low-expressed differential genes (baseMean expression < 200) were discarded from visualization and further analysis. The expression levels of specific genes of interest were visualized as log_2_[TPM + 1] values on the corresponding UMAP representation of the data. GO term and KEGG pathway analyses were performed using the DAVID online tool (NIH).

To generate comprehensive gene set scores based on GO term analyses, for example, for angiogenesis or AKT signalling pathways, the corresponding *Mus musculus* gene lists were obtained from AmiGO 2 through the Gene Ontology consortium. The AddModuleScore function of Seurat (v.3.1.1) was used to calculate the average expression levels of each gene set at the single-cell level, subtracted by the aggregated expression of control feature sets, as originally described^64^. The resulting gene set scores for each cell were colour coded on corresponding UMAP visualizations of the data.

### Statistics and reproducibility

For the mouse experiments, group sizes were determined by power analysis using preliminary experimental data. All of the experimental measurements were taken from independent distinct samples. Unless stated otherwise, statistical analysis was performed using unpaired two-tailed Student’s *t*-tests with a 95% confidence interval under the untested assumption of normality on the GraphPad Prism (v.9.0). All of the error bars in the box plots and growth curves are mean ± s.e.m. The degree of statistical significance is denoted by asterisks; NS, *P* ≥ 0.05; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Whenever representative plots or images are shown, the datasets with similar results were generally generated from more than one litter of mice and with *n* ≥ 3 independent biological replicates, due to the nature of the tumour staging being histopathology driven rather than age or size driven. All attempts at replication in this study were successful. In general, the experiments were not randomized or performed by the investigator in a blinded manner, except where stated.

### Schematics

Schematics were prepared using Office 365 (Microsoft), BioRender (www.biorender.com) with publication permissions and Affinity Design (Serif Europe).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-05475-6.

### Supplementary information

Supplementary Information Supplementary Figs. 1–4 and the legends for Supplementary Tables 1–5.

Reporting Summary

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Data Availability

All data supporting the findings of this study are available within the Article and its Supplementary Information. All single-cell and bulk sequencing data generated within this study have been deposited at the Gene Expression Omnibus (GEO) under accession code GSE190415. Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 3
Source Data Fig. 4
Source Data Fig. 5
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 6
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8

How the deposited data were processed for this re-analysis (not part of the article)

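Bulk RNA-seq libraries of sorted basal epithelial cells from 3 experiments were used: 6 C57BL/6J libraries (normal skin, papilloma and SCC, 2 each), 8 FVB libraries (mCherry-negative and mCherry-positive cells of papilloma and of SCC, 2 each) and 8 libraries from engrafted PDVC57 tumours (4 labelled Lepr-control and 4 labelled Lepr-null), 22 in all. Libraries were grouped by the stage, fraction or genotype in the labels. Column names of both C57BL/6J normal skin libraries and replicate 2 of each tumour stage carry Tgfbr2 genotypes that the labels do not give. These were not used. Whether Tgfbr2 was intact in each library is not known, so it could differ between normal skin and tumours and affect that comparison. The 4 FVB samples of telogen skin, which have no column in the tables, and the single-cell, chromatin and protein data were not analysed here. The 44 columns used held counts and TPM for each library, and 2 further columns of per-sample values were not used.

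The authors made the C57BL/6J estimated counts with Bowtie2 and RSEM on mm10, the FVB estimated counts with STAR on GRCm38 and GENCODE M16, and the PDVC57 estimated counts with Salmon and tximport on mm10, as the methods state. The FVB counts as deposited are fractional and were treated like the other estimated counts. The authors deposited TPM values beside them, scaled for gene length and library size, and in the FVB and PDVC57 tables 0.1 had been added to every TPM. Estimated counts were rounded to whole numbers. In the C57BL/6J table 92 entries of spike-in sequences were left out. The FVB and PDVC57 tables each hold 26 names that a spreadsheet had turned into dates, with at most 0.148% and 0.189% of a library's counts. They stayed in the library sizes and are not named. Gene positions and the guide's target were read from GRCm38 with GENCODE M21, the same assembly as the authors' builds with a later annotation than theirs. Libraries were not stranded, so reads where genes overlap may belong to either.

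Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment), for genes with a mean count of at least 10. Standard errors are those of edgeR's fitted log2 fold changes. A call needed an adjusted p under 0.05 and a log2 fold change beyond 1, in the C57BL/6J libraries also a mean normalized count over 200, and between the FVB fractions no fold threshold. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2, beside fry and an estimated correlation. Groups with 3 counts or fewer in each library were treated as at the floor, and folds against them are lower bounds. Total counts lay between 28540345 and 84343823 in the C57BL/6J and FVB libraries. In all 3 experiments, PDVC57 included, the correlation between replicates of a group lay between 0.927 and 0.986.

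SCC was compared with papilloma and tumours with normal skin in C57BL/6J mice; in FVB mice SCC with papilloma among mCherry-positive cells, the fractions within SCC, and the difference of the fraction effect between stages; and the labels Lepr-control with Lepr-null. The FVB fractions were compared with the tumour population as a block, since the methods state that the fractions were paired. After the condition means were removed, paired libraries correlated at 0.34 in papilloma and 0.76 in SCC. Papilloma against normal skin, and the fractions within papilloma, were added later for single genes and lists, and their calls over all genes are not reported. The tests and most alternatives were set before the data were examined: DESeq2 1.42.0, DESeq2's size factors in edgeR, other filters, glmTreat, limma on log2 TPM with 1 or 0.1 added, a replicate block, fewer libraries in the fit, and leaving out each replicate. Further settings of DESeq2 were added after the data were seen: independent filtering, a test against a log2 fold change of 1, and a replicate block.

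Named genes are those the paper names for the compared samples, and in each comparison set beforehand that had calls the 5 with the largest fitted log2 fold change in each direction among called genes whose groups did not overlap. Fitted values against a group at the floor are not measured, so this order is not one of measured folds. The alternatives were reported for fewer single genes than first computed, a restriction made after a wider table had been seen. Cell types were followed with lists of immune, fibroblast, endothelial, melanocyte, muscle, adipocyte, basal keratinocyte, suprabasal keratinocyte, TGFβ response, proliferation, male and female genes set before the data were examined, and with lists for salivary gland, pancreas, immediate early response, epithelial and mesenchymal genes added later. The published table of genes higher in SCC holds 561 genes where the paper states 562, and was not used for overlap tests, nor was the table of cluster C2, which is also shorter than stated.

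The code was tested on simulated data, in which 200 genes were changed by a log2 fold change of 3 at the real group sizes. edgeR called 71.5% of them for tumour against normal skin, 61.0% for SCC against papilloma, 63.5% for mCherry-positive SCC against papilloma, 88.0% for the fractions within SCC and 94.0% for the PDVC57 labels. It also called 9, 9, 6, 17 and 11 unchanged genes. DESeq2 recovered 83.5%, 76.5%, 76.5%, 87.5% and 96.5%, with 76, 110, 76, 41 and 38 unchanged genes called. Simulated counts were drawn with edgeR's own estimates of the spread, which may favour edgeR. Calls on them did not need the mean normalized count over 200 that calls on the real C57BL/6J libraries needed.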

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

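Tests on the most abundant genes of the tumours, on epithelial genes beside the keratin loss in 1 library, on the transgenes, on sex, on the share of tumour cells and on chromosomes as the cause of every call were chosen only after the result was seen, whereas the others were written down before their result was known.

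In the libraries from PDVC57 tumours, 77 groups of 4 values were searched for a library far from the other 3. Such a gap was found in 6, where chance gives 5% of groups, and 3 of the 6 were in the library labelled Lepr-control replicate 1. There Pcolce2 had 3450 normalized counts (others 918 to 1224), Tgfbr2 22042 (others 12482 to 13649), and the basal keratinocyte list a median log2 level of 14.3 (others 16.3 to 16.5). The remaining 3 were Pcolce2 in Lepr-null replicate 2, with 1306 (others 1121 to 1148), Fut9 in Lepr-null replicate 1, with 1237 (others 502 to 611), and the immune list in Lepr-control replicate 3, with a median log2 level of 6.78 (others 7.06 to 7.12). These last 3 stand alone, in a search that picks 5% of groups by chance, and no explanation was tested for them.

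For Lepr-control replicate 1, fibroblasts or immune cells in place of keratinocytes were tested. Krt5 and Krt14 together had 581 TPM, against a mean of 5883 in the other Lepr-control libraries, a log2 change of -3.34. Such cells would lower other epithelial genes as much, but the epithelial list had a median difference of -0.28 from the other Lepr-control libraries, which themselves ranged from -0.33 to 0.22, and 0 of its 10 genes fell as far. This argues against such cells as the whole cause, and a smaller share of them stays open. A shift of the tumour cells from epithelial to mesenchymal expression was tested with this list and 10 mesenchymal genes. Of the epithelial genes 4 were lowest and of the mesenchymal genes 9 were highest in this library, 13 of 20, which may reflect such a shift. It cannot be told apart from a difference in which cells were sorted, because most of the epithelial genes were not lowest there and only 1 library is involved.

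Salivary gland transcripts, which the paper's text does not mention, appeared in the C57BL/6J papilloma libraries. Of 18 salivary gland genes, 13 were over 2-fold higher in both C57BL/6J papilloma libraries than in each of the other 4, and the list made up 0.705% and 0.360% of papilloma counts. Salivary gland cells or RNA in the papilloma samples are a candidate explanation, since 8 of 12 further salivary gland genes, not looked at before, showed the same, against 0.507% of all genes. Pancreas cells or RNA, a source of amylase too, would raise pancreas genes, and 0 of 11 were over 2-fold higher. A secretory programme of the papilloma stage itself would appear in the FVB papillomas, where 0 of the salivary genes were over 2-fold above SCC. Where the tissue was taken was not tested. Genes lower in SCC than in papilloma may include such transcripts.

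Of 20 immediate early genes, 18 were over 2-fold higher in both normal skin libraries than in each tumour library. A few genes taking most of the counts in the tumours would lower the others, but the 10 most abundant genes held at most 12.0% of the counts of a tumour library, before any scaling. An immediate early response of the normal skin samples, such as one set off by tissue dissociation, was tested with 16 further genes, of which 7 (43.8%, against 14.0% of all genes) showed the pattern, while 6 were higher in tumours. Such a response may contribute. It cannot be told apart from a difference between tissues, since among the C57BL/6J libraries only normal skin shows it and the further genes went both ways. A shift of these genes was not confined to normal skin. Among mCherry-positive FVB cells, 20 of the first 20 were higher in SCC than in papilloma, with a median log2 fold change of 1.10.

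Among FVB SCC cells the transgene HrasG12V was higher in the mCherry-positive fraction, with a log2 fold change of 1.10 (standard error 0.17, edgeR's adjusted p = 0.284), beside 1.39 for mCherry (standard error 0.38) and 1.45 for rtTA3 (standard error 0.40), all higher in 2 of 2 pairs. Reads shared between HrasG12V and the endogenous Hras gene would raise Hras too, which changed by -0.28 (standard error 0.16). Cells without the transgenes in the mCherry-negative fraction may explain it, since they would lower the transgenes by 1 factor. In SCC the mCherry and HrasG12V changes differed by 0.29 (standard error 0.42), so such cells cannot be told apart from a difference in transgene expression. In papilloma they differed by 1.70 (standard error 0.46), but by 2.82 in the first pair and 0.58 in the second, so there too such cells cannot be told apart from other causes. If present, such cells would add to the differences between the fractions.

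In 6 of the 8 FVB libraries, Y-linked transcripts went against the sex label. The 4 libraries labelled male had at most 1 count of Ddx3y and Eif2s3y, and 2 papilloma libraries labelled female had 258 and 1699. These counts are the pattern itself and test nothing, so Xist, which was not used to find it but whose values had been seen, was taken as the test. All 4 libraries labelled male had over 10 times the Xist counts of each C57BL/6J library labelled male (2519 to 14940, against 29 and 17). This argues against loss of the Y chromosome in tumour cells of male mice, which would not bring Xist, and leaves a mislabelled sample (the sex in the labels) as a candidate explanation for these 4. In the 2 libraries labelled female that carry Y-linked transcripts, both had Xist at that level too (5330 and 8023), which argues against tumours of male mice only. Pooling of tumours from both sexes stays open for these 2 and was not tested. Whether any other label is affected was not tested.

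The immune list was higher in the libraries labelled Lepr-control, with a median log2 fold change of 1.88, and the fibroblast list with 1.57. A lower share of tumour cells, with every other cell type raised alike, would raise the endothelial list too, which had a median of 0.15. A lower share made up by immune cells and fibroblasts alone would not, so this list cannot exclude it. The basal keratinocyte list had a median of -0.57 (1 of 7 genes higher) and the epithelial list -0.81 (0 of 9), while the suprabasal list had 0.01 (3 of 6). More immune cells and fibroblasts, or expression of these genes by tumour cells, stay open and were not tested. The PI3K–Akt list may be raised by immune and fibroblast transcripts: with both levels as covariates, its median fell from 1.89 to 0.06, with 28 of 50 genes higher. Since these levels correlate with the labels (0.93 and 0.79), an effect of Lepr cannot be told apart from one of cell composition by this test. With the immune level alone the median was 1.25, and with the fibroblast level alone 0.71.

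Of the 35 splits of these 8 libraries into 4 and 4, only 1, the real one, gave as many as 2609 called genes, and the others gave 0. The labelled groups thus differ by more than the libraries within them. Whole chromosomes gained or lost in one of the clonal cell lines may contribute: genes of 4 chromosomes (3, 13, 14 and X) had medians over 0.3 from that of all genes, up to 0.55 on chromosome 14. A GC content or gene length bias that differs between the libraries would vanish once that trend was removed, and 3 chromosomes (3, 14 and 18) then lay over 0.3. Chromosome 14 stayed at 0.49 and chromosome 3 only just over, at 0.31, while 18 was new, at -0.34. Chromosomes 13 and X fell under it, from 0.38 to 0.24 and from 0.32 to 0.22. Such a bias is thus not the whole cause, but may contribute to the shifts of 13 and X. The limit of 0.3 was set before the values were seen, and the rule that combined it with the GC test after. Chromosomes are not the cause of all calls, since 915 called genes (621 higher and 294 lower) lay on 8 chromosomes whose medians were within 0.1 of all genes. Clone and genotype cannot be separated in this design.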

How the results depend on the processing

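The tests against a log2 fold change of 1 in DESeq2, DESeq2's independent filtering and DESeq2's replicate block were chosen after seeing the data, and the other alternatives before the data were examined. Over single genes, 690 of 797 results kept their direction and their side of the threshold, 16 became weaker, 57 stronger, 19 moved and 15 reversed. Over counts and lists, 170 of 236 stayed within their limits. DESeq2's size factors in edgeR changed 0 of 64 single-gene results and a mean count of at least 200 changed 0 of 58, while DESeq2 moved 27 of 64 past the threshold and testing all genes with at least 1 count in total moved 14 of 64.

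For tumours against normal skin, dropping the cutoff on the mean normalized count gave 3147 genes lower. Tests against a log2 fold change of 1 gave fewer calls by construction, with 1144 higher and 963 lower by glmTreat, all of them among the 1973 and 1729, and 1047 and 825 by DESeq2. Leaving out 1 tumour library gave 1938 to 2050 genes higher and 1548 to 1817 lower. Leaving out a normal skin library leaves 1 in that group and gives no count.

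For SCC against papilloma in C57BL/6J mice, the count of 0 depended on the test. DESeq2 called 203 genes higher and 70 lower, 30 of the higher ones in the signature of 101 genes. With independent filtering these were 207, 71 and 30, with the replicate block 209, 110 and 31, and against a log2 fold change of 1 they were 15, 20 and 4 (Maged2, Parvb, Pthlh and St8sia1, named after their values were seen). edgeR without the low-count filter called 166 higher and 199 lower, 27 in the signature. The cause was not tested. On simulated data at this size DESeq2 called 110 of 17701 unchanged genes and edgeR 9. Those calls did not need a mean normalized count over 200, and the counts were drawn with edgeR's own estimates of the spread. They therefore do not show how many of DESeq2's calls on the real data are false. The median of the signature ran from 0.66 without SCC replicate 2 to 0.91 without SCC replicate 1. Single genes near no change reversed: Vegfa ran from -0.11 without papilloma replicate 1 to 0.41 without papilloma replicate 2, Mmp14 from -0.02 without SCC replicate 1 to 0.68 without SCC replicate 2, and Tnfaip2 from -0.39 without SCC replicate 1 to 0.09 without SCC replicate 2.

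For mCherry-positive SCC against papilloma, DESeq2 called 12 genes higher and 25 lower, with independent filtering 13 and 26, and edgeR without the low-count filter 173 and 146. With mCherry status as a covariate over both fractions, 1 gene was called higher (H19, named after its value was seen). This fit counted the 2 fractions of a tumour population as independent, although paired libraries correlated at 0.34 in papilloma and 0.76 in SCC. Its call may therefore overstate the evidence. The signature's median was 0.30 on log2(TPM + 1) and 0.35 on log2(TPM + 0.1), where camera's p rose to 0.0835 and 0.0970. Leaving out 1 tumour population moved it from -0.37 without SCC replicate 2 to 0.94 without papilloma replicate 2, and it was -0.18 without papilloma replicate 1, so its direction is not settled.

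For the fractions within SCC, DESeq2 called 101 genes higher and 113 lower, 29 in the signature, and 25 in the interaction, and with independent filtering 108, 114, 30 and 25. edgeR without the low-count filter called 22 and 53, 5 in the signature (Adcy7, Dhrs9, Doc2b, Dynap and Krt8, named after their values were seen), and 11 in the interaction. With only the 4 SCC libraries in the fit, 50 and 106 were called, 13 in the signature. Without papilloma replicate 1 these were 87, 174 and 21, and without papilloma replicate 2 they were 53, 109 and 14, so the fits that left out 1 papilloma pair gave 53 to 87 higher, 109 to 174 lower and 14 to 21 in the signature. These fits differ in the libraries that share an estimate of the spread, and the cause was not tested further. Mmp14 reversed to 0.10 on log2(TPM + 1), to 0.10 on log2(TPM + 0.1) and to 0.10 without a filter on low TPM. The interaction of Lepr ran from -0.22 without papilloma replicate 1 to 1.89 without papilloma replicate 2.

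Between the PDVC57 labels, glmTreat called 455 higher and 269 lower, 10 of the PI3K–Akt list, and DESeq2 against a log2 fold change of 1 called 399, 244 and 9, fewer by construction. Among genes with a mean count of at least 200, 831 and 495 were called, with fewer genes tested. The median of the PI3K–Akt list was 1.42 on log2(TPM + 1) and 1.15 without a filter on low TPM, and ran from 1.40 without Lepr-control replicate 1 to 2.03 without Lepr-control replicate 3 over fits that left out 1 library. Over those fits 1331 to 1857 genes were called higher and 759 to 947 lower. Lepr reversed to 0.21 on log2(TPM + 1), 0.40 on log2(TPM + 0.1) and 0.21 without a filter on low TPM. It ran from -0.41 without Lepr-control replicate 1 to 0.19 without Lepr-control replicate 3, and was 0.16 without Lepr-null replicate 1, 0.11 without Lepr-null replicate 2 and 0.01 without Lepr-control replicate 2. Pcolce2 ran from -0.19 without Lepr-control replicate 1 to 0.67 without Lepr-control replicate 3. The cause was not tested.

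Replicate numbers were tested as a block where no pairing is stated. After the condition means were removed, C57BL/6J papilloma and SCC with the same number correlated at 0.54, which a shared sex may explain, while normal skin correlated with papilloma at 0.04 and with SCC at -0.03. edgeR with this block called 1992 and 1767 genes for tumours against normal skin and 0 for SCC against papilloma. Between the PDVC57 labels, libraries with the same number correlated from -0.18 to -0.03, and the block called 1483 and 844. For mCherry-positive SCC against papilloma (0.09) it called 0, and without the pair block the fractions within SCC also gave 0.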

Differences from the paper's values

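The tests behind these values were set before the data were examined, except where said otherwise.

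The paper reports 886 genes higher in tumours than in normal skin, which it calls pan-tumour, against 1973 here. Its supplementary table of these genes does not hold Krt8, Krt18 or Lepr, which its table of genes higher in SCC does. Krt8 and Krt18 were already far above normal skin in papilloma here. The paper's set may therefore be defined more narrowly than the contrast used here. The paper's supplementary table holds 708 genes lower in tumours, against 1729 here. Of the alternatives set before the data were examined, glmTreat came within the limit, with 1144 and 963, and the others did not. A DESeq2 test against a log2 fold change of 1, chosen after seeing the values, gave 1047 and 825. The supplementary tables give fold changes with the opposite sign, so their direction was flipped before comparison. Of 32 log2 fold changes compared on that scale, 6 are lower bounds here and could be checked only as bounds. Among the other 26, 0 differed, and the largest difference was 0.13.

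The paper reports 562 genes higher in SCC than in papilloma and the paper's table holds 273 genes lower, against 0 and 0 here, with 1601 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap for 562; DESeq2 gave 203. For 273, testing all genes with at least 1 count in total came within the limit, with 199, and the others did not. The supplementary table itself holds 561 genes.

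Of the signature, the paper counts 43 genes higher in SCC than in papilloma, against 0 here. Before any test, 37 of the 101 rose more than 2-fold by edgeR's fit. The paper's 43 ranged down to a log2 fold change of 0.10, so not all of them could pass this fold cutoff here. DESeq2, set before the data were examined and named in the paper's methods, gave 30, within the limit, and the others did not. DESeq2 with independent filtering, with 30, and with the replicate block, with 31, also came within it and were chosen after seeing the values.

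The paper counts 101 signature genes higher in mCherry-positive SCC cells, against 0 here, and about 350 genes in Fig. 2a, read by eye, against 0 here, with 1698 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed either gap. DESeq2 came to 101 genes over the whole comparison, 29 of them in the signature.

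Among the genes the paper names as induced, Krt8, Krt18, Lepr, Cd80, Ccnd1, Ccnd2, Hmga2, Pcolce2, Rgs16, St8sia1, Pthlh and Mmp1a had an adjusted p under 0.05 for SCC against papilloma with DESeq2 and not with edgeR. All of these but Lepr, Ccnd1 and Cd80 also passed in edgeR without the low-count filter. Between the fractions within SCC, DESeq2 gave an adjusted p under 0.05 for Krt8, Krt18, Cd80, Ccnd1, Ccnd2, Hmga2, Rgs16, St8sia1 and Pthlh. Without the low-count filter, edgeR did so for Krt8, and with 1 papilloma pair left out for Ccnd2, Hmga2 and Krt8, and without papilloma replicate 1 also for Cd80 and Rgs16. Lepr, Pcolce2, Tnfaip2, Mmp1a and Mmp14 did not pass in either.

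The paper counts Mmp14 and Mmp1a among the genes of the signature, but the supplementary table of 101 genes lists neither, and Mmp14 changed by -0.11 in mCherry-positive SCC cells. The paper describes Lepr as not expressed in the epithelium of homeostatic skin. The normal skin libraries held 69.9 and 51.8 counts of it, or 0.370 and 0.310 TPM. Bulk libraries at this low level do not show which cells carried the transcript, so they need not contradict the paper.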

Other observations

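The lists for salivary gland and immediate early genes were chosen only after the result was seen.

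Marker lists gave these median log2 fold changes for tumours against normal skin: immune 3.34, fibroblast 4.46, endothelial 2.58, melanocyte -1.44 (3 genes tested), muscle 4.85 (2 genes tested), adipocyte 4.94 (3 genes tested), basal keratinocyte 0.10, suprabasal keratinocyte -2.05, TGFβ response 0.57, proliferation 1.38, male 6.49 and female (Xist) -3.74. The normal skin libraries were both from female mice. For SCC against papilloma in C57BL/6J mice the endothelial list changed by 1.03, with 6 of 6 genes higher and 4 passing when adjusted over the list alone, and the suprabasal list by -1.01. Between the stages in mCherry-positive FVB cells, the endothelial list went the other way. Its median was -1.01, with 1 gene higher, 5 lower and 0 passing when adjusted over the list alone.

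Between the FVB fractions within SCC, the endothelial list was lower in mCherry-positive cells, with a median of -2.00, the melanocyte list with -1.90, the immune list with -0.75 and the fibroblast list with -0.54, while the TGFβ response list had 0.08 and the basal keratinocyte list 0.07. In papilloma the endothelial list had -1.81, the melanocyte list -1.18, the fibroblast list -0.26, the TGFβ response list -0.10 and the basal keratinocyte list -0.10, while the immune list went the other way, with 0.30 and 8 of 10 genes higher. For mCherry-positive SCC against papilloma, immediate early genes were higher, with a median of 1.10 and 20 of 20 genes higher.

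Between the PDVC57 labels, the proliferation list was lower in Lepr-control, with a median of -1.01 and 0 of 6 genes higher, and the basal keratinocyte list with -0.57. Only 2 genes each were tested of the muscle list, which rose by 1.55 and 3.32, the adipocyte list, which went both ways, with 7.57 and -0.46, and the melanocyte list, with 0.36 and -0.56. The suprabasal list had 0.01, the TGFβ response list 0.12 and Xist 1.18. The epithelial list had -0.81, with 0 of 9 higher, and the mesenchymal list 1.73, with 8 of 9 higher. The signature of 101 genes had a median of 0.21, with 57 of 96 higher.

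For SCC against papilloma in C57BL/6J mice, the salivary gland list had a median of -9.81, the further salivary gland list -5.81 and the pancreas list, with 1 gene tested, -2.18. The further immediate early list had -1.21 for tumours against normal skin. Lep had 0 counts in 7 libraries from PDVC57 tumours and 1 count in Lepr-control replicate 2, below the floor in each.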
